# Kidney glycolysis serves as a mammalian phosphate sensor that maintains phosphate homeostasis

**DOI:** 10.1172/JCI164610

**Published:** 2023-04-17

**Authors:** Wen Zhou, Petra Simic, Iris Y. Zhou, Peter Caravan, Xavier Vela Parada, Donghai Wen, Onica L. Washington, Maria Shvedova, Kerry A. Pierce, Clary B. Clish, Michael Mannstadt, Tatsuya Kobayashi, Marc N. Wein, Harald Jüppner, Eugene P. Rhee

**Keywords:** Endocrinology, Nephrology, Calcium, Chronic kidney disease, Glucose metabolism

## Abstract

How phosphate levels are detected in mammals is unknown. The bone-derived hormone fibroblast growth factor 23 (FGF23) lowers blood phosphate levels by reducing kidney phosphate reabsorption and 1,25(OH)_2_D production, but phosphate does not directly stimulate bone FGF23 expression. Using PET scanning and LC-MS, we found that phosphate increases kidney-specific glycolysis and synthesis of glycerol-3-phosphate (G-3-P), which then circulates to bone to trigger FGF23 production. Further, we found that G-3-P dehydrogenase 1 (Gpd1), a cytosolic enzyme that synthesizes G-3-P and oxidizes NADH to NAD+, is required for phosphate-stimulated G-3-P and FGF23 production and prevention of hyperphosphatemia. In proximal tubule cells, we found that phosphate availability is substrate-limiting for glycolysis and G-3-P production and that increased glycolysis and Gpd1 activity are coupled through cytosolic NAD+ recycling. Finally, we show that the type II sodium-dependent phosphate cotransporter Npt2a, which is primarily expressed in the proximal tubule, conferred kidney specificity to phosphate-stimulated G-3-P production. Importantly, exogenous G-3-P stimulated FGF23 production when Npt2a or Gpd1 were absent, confirming that it was the key circulating factor downstream of glycolytic phosphate sensing in the kidney. Together, these findings place glycolysis at the nexus of mineral and energy metabolism and identify a kidney-bone feedback loop that controls phosphate homeostasis.

## Introduction

Phosphate is essential for life, with a fundamental role in bone mineralization, cell signaling, synthesis of lipids and nucleic acids, and energy metabolism. Bacteria and yeast sense inorganic phosphate (Pi) with a multi-protein membrane complex that modulates genes important for Pi uptake and metabolism, but no mammalian ortholog has been identified (1). Recently, Pi was shown to bind to the calcium-sensing receptor (CaSR) on parathyroid cells to stimulate parathyroid hormone (PTH) secretion (2). Although PTH has a range of effects on Pi, its primary purpose is maintenance of extracellular ionized calcium levels. Thus, the sensor dedicated primarily to mammalian Pi homeostasis remains unknown.

Archetypal biosensors act upstream of circulating factors to maintain systemic homeostasis. For example, oxygen, glucose, and calcium sensors trigger the synthesis of erythropoietin, insulin, and PTH (3–5). Fibroblast growth factor 23 (FGF23) is a bone-derived hormone, identified in the year 2000 as the cause of autosomal dominant hypophosphatemic rickets (6). This and other genetic causes of FGF23 excess and deficiency cause severe hypo- and hyperphosphatemia, respectively (7). FGF23 has 2 major effects; like PTH, it reduces kidney Pi reabsorption by downregulating proximal tubular expression of the Npt2a/2c sodium-phosphate cotransporters, and, unlike PTH, it reduces kidney 1,25-dihydroxyvitamin D [1,25(OH)_2_D] synthesis, thus reducing intestinal Pi uptake. Although Pi may reduce FGF23 cleavage in bone (8), it does not directly stimulate bone FGF23 gene expression, and Pi loading in animals or humans results in a delayed rise in FGF23 (9). These findings raise the possibility that the Pi sensor upstream of FGF23 is extraskeletal.

Recently, we identified a signaling axis whereby kidney-derived glycerol-3-phosphate (G-3-P), a byproduct of glycolysis, circulates to bone and triggers FGF23 expression in the nonphysiologic context of acute kidney injury (10). This study began with an unbiased metabolomic and proteomic screen of kidney venous samples obtained via invasive catheterization from 17 people. Of the more than 5,000 molecules examined, G-3-P was the top hit, demonstrating a striking correlation with arterial intact FGF23. This study used renal ischemia to show that increased glycolysis and G-3-P production in the kidney are coupled. Notably, Pi is a key substrate in glycolysis at the step catalyzed by glyceraldehyde 3-phosphate dehydrogenase (Gapdh). This reaction has been shown to control the rate of glycolysis under certain conditions (11, 12), with intracellular Pi availability proposed as a key factor (13). However, whether exogenous Pi can trigger kidney glycolysis and G-3-P production, and thus modulate systemic FGF23 and Pi homeostasis, has not been examined.

## Results

### Pi stimulates kidney-specific glycolysis and G-3-P production.

As shown in Figure 1A, Pi is a substrate for a key, irreversible step in glycolysis catalyzed by Gapdh, raising the question of whether Pi may be substrate-limiting for glycolysis and G-3-P production. 18F-fluorodeoxyglucose (^18^F-FDG) enters glycolysis at the first committed step catalyzed by hexokinase, but then cannot be further metabolized because of an absent hydroxyl group. Using ^18^F-FDG PET scanning, we observed a significant increase in ^18^F-FDG signal in the kidney cortex for approximately 20 minutes following the administration of i.v. sodium Pi (6 mg) compared with equimolar saline (2.7 mg) in C57BL/6J mice (Figures 1, B–D, and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI164610DS1). Notably, this increase in kidney ^18^F-FDG signal was mirrored by a marked reduction in ^18^F-FDG signal in the bladder, demonstrating reduced urinary excretion of ^18^F-FDG in animals administered sodium Pi. No difference in ^18^F-FDG signal was observed in heart, liver, or skeletal muscle following administration of sodium Pi versus saline (Figure 1D).

To assess whether this kidney-specific increase in Pi-stimulated glycolysis was coupled to G-3-P production, we collected plasma and kidney, heart, liver, and skeletal muscle tissue from mice 10 minutes after i.v. administration of sodium Pi or saline. We confirmed a significant increase in G-3-P in plasma and kidney tissue (Figure 1, E and F), with no changes observed in other tissues (Figure 1F); the approximately 5.5-fold increase in kidney G-3-P level with sodium Pi was accompanied by an approximately 1.3-fold increase in the kidney lactate level(Supplemental Figure 1B). By contrast, sodium Pi did not increase blood G-3-P levels in C57BL/6J mice predosed with empagliflozin, an inhibitor of glucose uptake in the kidney proximal tubule (Figure 1G). Further, i.v. Pi had no impact on circulating G-3-P concentrations in mice that had undergone bilateral clamping of the renal arteries and veins, confirming that the kidney is the major source of Pi-stimulated G-3-P production (Supplemental Figure 1C). Finally, we found that blood G-3-P levels increase within 1 to 2 hours following oral Pi ingestion in healthy people (Supplemental Figure 1, D and E).

### Pi-stimulated G-3-P production requires glycolysis.

Using primary human proximal tubule cells, we found that Pi, but not sulfate, stimulated a dose-dependent increase in glucose consumption and G-3-P secretion (Figure 2, A and B and Supplemental Figure 2, A and B). Pi’s effect on G-3-P production in these cells was abrogated by the coadministration of empagliflozin; 2-deoxyglucose, a hexokinase inhibitor; and CGP 3466, a Gapdh inhibitor (Figure 2B) (14). By contrast, Pi-stimulated G-3-P production was unaffected by 1-thioglycerol, an inhibitor of glycerol kinase (Figure 2B) (15). Modifying media glucose or calcium did not have a marked effect on G-3-P production (Supplemental Figure 2, C and D). All key findings were replicated in opossum proximal tubular (OK) cells (Supplemental Figure 2, E–H) (16, 17), with additional corroboration of the inhibitory effect of empagliflozin on Pi-stimulated glycolysis by real-time measurement of extracellular acidification (lactate secretion) (Figure 2C and Supplemental Figure 2I).

Importantly, we found that the addition of a mixture of glyceraldehyde-3-phosphate and dihydroxyacetone phosphate was able to rescue Pi-stimulated G-3-P production in OK cells treated with 2-deoxyglucose (Figure 2, D and E). That is, hexokinase activity is not required for Pi-stimulated G-3-P production as long as downstream metabolites are available. By contrast, glyceraldehyde-3-phosphate and dihydroxyacetone phosphate were unable to rescue Pi-stimulated G-3-P production in OK cells treated with CGP 3466 or koningic acid, an additional Gapdh inhibitor (Figure 2E). Thus, Gapdh activity is required for Pi to stimulate G-3-P production, even when the G-3-P precursor dihydroxyacetone phosphate is provided. Further, expression of a koningic acid–resistant Gapdh isolated from *T*. *koningii* (TK-GAPDH) restored Pi-stimulated G-3-P production in koningic acid–treated cells, confirming the requirement for Gapdh activity in mediating its substrate’s, Pi, effect on G-3-P production (Figure 2, F and G) (18, 19). Pi did not stimulate G-3-P secretion in cultured osteocytes (Supplemental Figure 2J).

### Pi stimulates G-3-P production in the fed state, without systematic changes in metabolic gene expression.

The kidney proximal tubule upregulates gluconeogenesis during fasting and metabolic acidosis (20). Notably, all of the in vivo experiments described to this point were conducted in fed mice. To test whether Pi-stimulated G-3-P production was impacted by fasting, we administered i.v. sodium Pi (6mg) or equimolar saline (2.7mg) to C57BL/6J mice that were fasted for 12 hours and observed an attenuated response in blood G-3-P (Supplemental Figure 3, A and B). We further examined the effect of glycolytic versus gluconeogenic conditions in vitro and found that a combination of glucose- and insulin-free media and supplemental lactate caused OK cells to secrete glucose; under these conditions, Pi had no effect on G-3-P secretion, in sharp contrast to when exogenous glucose was provided (Supplemental Figure 3, C and D).

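Kidney cortex mRNA was sequenced from 4 mice on the normal Pi diet and 4 mice on the high Pi diet, with 1 library per mouse. The authors aligned the reads to GRCm38.p6 with HISAT and Bowtie2 and deposited FPKM (fragments per kilobase, scaled to the library total) for each gene and transcript. The deposited FPKM are rounded to hundredths, and read counts were not used here. The depth of each library is not given by FPKM, and it was estimated from the step between the smallest FPKM values of genes of known transcript length. The estimates ranged from 11600000 to 12900000 fragments on the normal Pi diet (median 12000000) and from 10400000 to 12700000 on the high Pi diet (median 11650000). Log2 fold changes are high Pi minus normal Pi on log2(FPKM + 1), tested with limma-trend in the 12383 genes with at least 0.5 FPKM in at least 4 mice, and p-values were adjusted by Benjamini-Hochberg. In data simulated for this comparison, the test recovered 18.6% of genes changed by 0.32 on the log2 scale. It recovered 73.6% of genes changed 1.5-fold and 96.6% of genes changed 2-fold. The simulation shuffled the deviations of each gene separately, so no simulated library stood apart as a whole, and these rates may not hold for the real libraries. The library of high Pi replicate 1 stood apart from the other 3 of its diet, with a root mean square log2 distance of 0.299 against 0.138 to 0.212 for the other 7 libraries. In that library Kap, an androgen-regulated proximal tubule gene, took 8.47% of the summed FPKM, against 11.25% to 16.82% in the others (a gene chosen after its values were seen). All 8 libraries were kept.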

Next, we performed RNA-Seq of mRNA obtained from the kidney cortex of C57BL/6J mice after 3 days on a normal Pi (0.6%) or high Pi (1.2%) diet. 

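Of 35 measured genes of glycolysis and gluconeogenesis, listed before the data were examined, 0 passed an adjusted p of 0.05 by limma-trend, 4 had an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. Pklr, which encodes the liver and red cell pyruvate kinase, lies on chromosome 3 of GRCm38.p6 from 89136122 to 89146815 (gene ID 18770). Its FPKM was 12.2 ± 0.587 (SD, n = 4 mice) on the normal Pi diet and 15.4 ± 1.84 (SD, n = 4) on the high Pi diet. The log2 fold change was 0.30 (standard error 0.0866, limma-trend adjusted p = 0.213). Every mouse on the high Pi diet had a higher Pklr value than every mouse on the normal Pi diet (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). Among the other 26 measured genes of glycolysis, Eno1, an enolase, had a log2 fold change of 0.23 and Pfkfb4, which sets the level of fructose 2,6-bisphosphate, had 0.29, both chosen after their values were seen as the other genes with an unadjusted p under 0.05. Gapdh, the enzyme that takes up Pi in glycolysis, had 5857 ± 401 FPKM (SD, n = 4) on the normal Pi diet and 6225 ± 501 (SD, n = 4) on the high Pi diet, a log2 fold change of 0.09 that turned to -0.08 under quantile normalization. The 95% confidence intervals of all 27 measured glycolysis genes lay within a 1.5-fold change in either direction. As a list, glycolysis ranked higher on the high Pi diet than other genes by camera at a preset correlation (adjusted p = 0.0196), but not with an estimated correlation (adjusted p = 0.659). Of 8 measured genes of gluconeogenesis, 1 passed when adjusted over the list alone: Pck1, the cytosolic phosphoenolpyruvate carboxykinase, with 485 ± 55.5 FPKM (SD, n = 4) on the normal Pi diet and 1023 ± 422 (SD, n = 4) on the high Pi diet. Its log2 fold change was 0.95 (standard error 0.287, limma-trend adjusted p = 0.250 over all genes). The gluconeogenesis list did not pass camera (adjusted p = 0.639). High Pi replicate 1 had 426 FPKM of Pck1, against 1101 to 1417 in the other 3 high Pi mice. Without that library, 2 genes of gluconeogenesis passed limma-trend, Pck1 with a log2 fold change of 1.33 and Fbp2, a fructose-1,6-bisphosphatase chosen after its values were seen, with -0.60, and 0 genes of glycolysis passed.

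**Figure D1:**
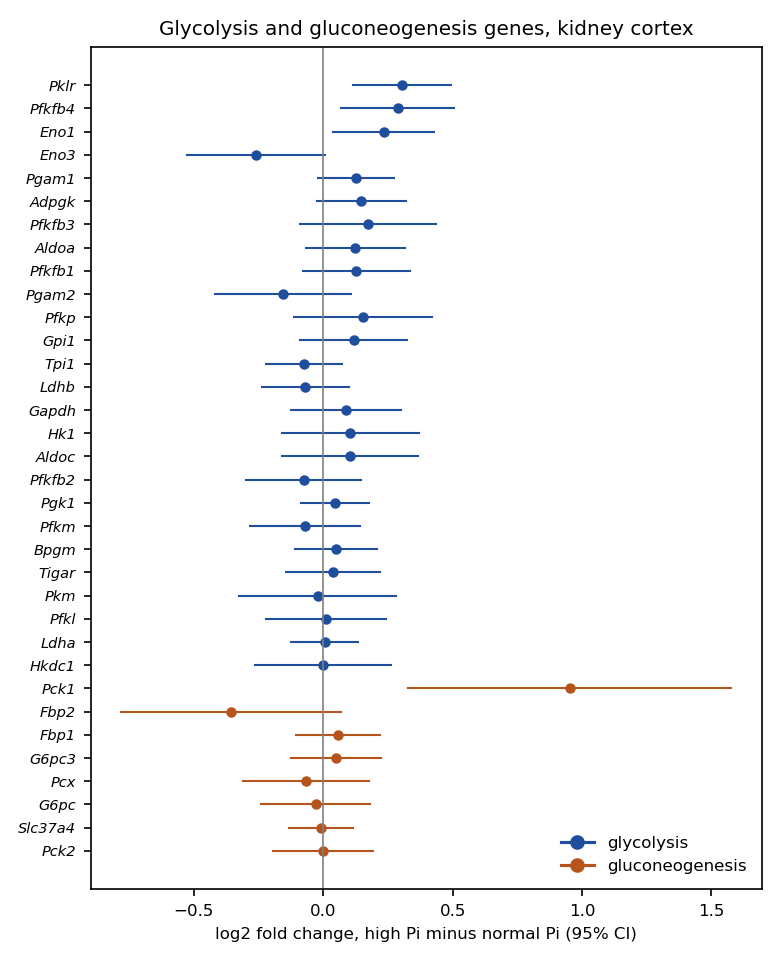
Log2 fold change, high Pi minus normal Pi (x axis, points), with its 95% confidence interval (lines), for 26 of the 27 measured genes of glycolysis and the 8 of gluconeogenesis (rows), from limma-trend in 4 mice per diet. The interval of Pklr runs from 0.12 to 0.49, and Pck1 has the widest interval, from 0.33 to 1.58.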

Aside from a modest increase in expression of the glycolytic gene *Pklr*, which encodes Pyruvate kinase L/R (log2 = 0.34, Q = 0.045), no other significant changes in gene expression in glycolysis or gluconeogenesis were observed (Supplemental Figure 3E). There was also no change in the expression of more than 40 genes involved in fatty oxidation (Supplemental Figure 3F), G-3-P dehydrogenase 1 (*Gpd1;* log2 = 0.13, Q = 0.62), G-3-P dehydrogenase 2 (*Gpd2*; log2 = 0.16, Q = 0.93), or glycerol kinase (*Gk*; log2 = –0.0039, Q = 0.99) on high Pi diet. 

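Gpd1, the cytosolic G-3-P dehydrogenase (chromosome 15 of GRCm38.p6, 99717587 to 99725014, gene ID 14555), had 250 ± 9.26 FPKM (SD, n = 4 mice) on the normal Pi diet and 272 ± 22.2 (SD, n = 4) on the high Pi diet. Its log2 fold change was 0.12 (standard error 0.0693, limma-trend adjusted p = 0.647), or 0.065 without high Pi replicate 1. Gpd2, the mitochondrial G-3-P dehydrogenase (chromosome 2, 57237678 to 57370719, gene ID 14571), had 10.3 ± 1.34 FPKM (SD, n = 4) and 11.4 ± 1.63 (SD, n = 4), a log2 fold change of 0.13 (standard error 0.109, limma-trend adjusted p = 0.768), or 0.051 without high Pi replicate 1. Gk, glycerol kinase (chromosome X, 85701937 to 85776819, gene ID 14933), had 79.9 ± 9.08 FPKM (SD, n = 4) and 78.8 ± 10.2 (SD, n = 4), a log2 fold change of -0.02 (standard error 0.102, limma-trend adjusted p = 0.981). Exact two-sided permutation tests of the FPKM gave p = 0.0857 for Gpd1, p = 0.314 for Gpd2 and p = 0.857 for Gk. The log2 fold change of Gk turned positive when normal Pi replicate 1, high Pi replicate 1 or high Pi replicate 3 was left out, and was 0.05 without high Pi replicate 1. Of 66 measured genes of fatty acid oxidation, 0 passed limma-trend, 14 had an unadjusted p under 0.05, and 58 had a 95% confidence interval within a 1.5-fold change. Adjusted over the list alone, 3 were higher on the high Pi diet and 2 were lower. The 3 were Eci1, Decr2 and Decr1, auxiliary enzymes of unsaturated fatty acid oxidation, with log2 fold changes of 0.33, 0.39 and 0.28. The 2 were Acsm2 and Acsm5, medium-chain acyl-CoA synthetases, with -0.37 and -0.29. The list ranked higher on the high Pi diet by camera at a preset correlation (adjusted p = 7.7e-04), but not with an estimated correlation (adjusted p = 0.659). Without high Pi replicate 1, 3 genes of the list were higher and 5 were lower by limma-trend, among them Ppargc1a, a coactivator of mitochondrial genes, with a log2 fold change of -0.51, and Acot12, an acyl-CoA thioesterase, with 0.46, both chosen after their values were seen.

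**Figure D2:**
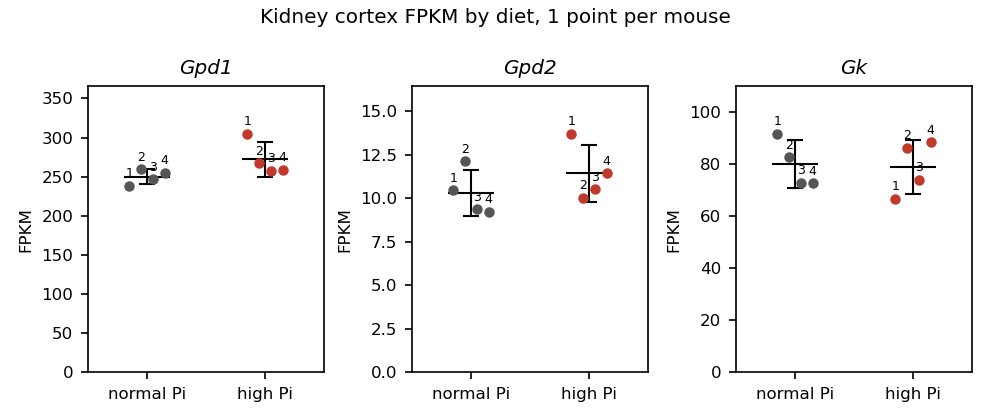
FPKM (y axis) of Gpd1, Gpd2 and Gk in kidney cortex by diet (x axis), with 1 point per mouse labelled by its replicate, the mean (wide dash) and the SD (bars), 4 mice per diet. The values of the diets overlap for each of the 3 genes, and high Pi replicate 1 is the highest of the 8 mice for Gpd1 (305 FPKM) and Gpd2 (13.7 FPKM).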

Finally, we found that i.v. and dietary Pi loading were not associated with a significant acid load and did not enhance kidney ammoniagenesis (Supplemental Figure 4). Thus, Pi stimulated kidney glycolysis in the physiologically relevant context of feeding — when both glucose and Pi were ingested — and enhanced glycolytic activity without systematic changes in metabolic gene expression.

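Across the transcriptome, 37 genes passed limma-trend, 22 higher and 15 lower on the high Pi diet, with 1158 at an unadjusted p under 0.05. The count fell to 8 with no filter on low values, 11 with the replicate block and 4 to 19 when any 1 mouse other than high Pi replicate 1 was left out. Among the genes that rose were Gstm1, a glutathione S-transferase (504 ± 72.0 to 961 ± 14.6 FPKM, SD, n = 4 mice per diet), Nqo1, a quinone reductase (22.5 ± 3.23 to 42.2 ± 5.37), and Slc5a10, a mannose and fructose transporter (104 ± 11.2 to 185 ± 9.43). Their log2 fold changes were 0.94, 0.88 and 0.82 (standard errors 0.0921, 0.108 and 0.0809, limma-trend adjusted p = 0.00135, 0.00801 and 0.00135). Slc38a3, a glutamine transporter, had the largest increase (15.9 ± 2.46 to 41.5 ± 13.8 FPKM, SD, n = 4 per diet), with a log2 fold change of 1.27 (standard error 0.220, limma-trend adjusted p = 0.0373). Its call was lost under quantile normalization (limma-trend adjusted p = 0.0696, with 0.000131 to 0.171 over all alternatives) and in 7 of 8 fits that left out a mouse. Gsta2, Id3, Mt2, Gstp1, Lrrc75b and Arhgdib also rose, by 0.61 to 0.70 on the log2 scale, and passed in 1, 4, 2, 8, 3 and 3 of the 8 fits that left out a mouse. That of Lrrc75b, at 0.63, was 1.14 with a pseudocount of 0.1. At a pseudocount of 1 the largest decreases were in Nat8f3, Pde6a, Palm3, Angptl7, Tmprss9, Cyp2d12 and Syn3, from -0.84 to -0.69, followed by Hsd3b2, a steroid dehydrogenase, Ftcd, an enzyme of histidine breakdown, and Susd2, at -0.67, -0.60 and -0.55. With a pseudocount of 0.1 the order changed, and Tmprss9 (-1.13), Palm3 (-0.95), Pde6a (-0.92) and Syn3 (-0.88) were beyond Nat8f3 (-0.86). Of these decreases, Nat8f3 passed in 8 of the 8 fits that left out a mouse and the others in 1 to 3. Reads of Gstm1, Gsta2, Gstp1, Nat8f3, Cyp2d12 and Hsd3b2 could be shared with close paralogs. All 37 genes had no overlap between diets, as had 5.02% of tested genes against 2.86% by chance. Of 11 measured genes of the pentose phosphate and polyol pathways, 1 rose and 2 passed when adjusted over the list alone. G6pdx, glucose-6-phosphate dehydrogenase, rose from 18.7 ± 1.06 to 24.7 ± 1.03 FPKM (SD, n = 4 per diet) but passed in 1 of 8 fits that left out a mouse, and Pgd had a log2 fold change of 0.40. This list passed camera (adjusted p = 0.0171, or adjusted p = 0.320 with an estimated correlation) and fry (adjusted p = 0.0068). Of 11 genes of glucose transport, 1 rose, which was Slc5a10. Adjusted over the list alone 2 were higher (Slc5a10 and Slc5a1) and 2 lower (Slc5a2 and Slc5a9), and the list did not pass camera (adjusted p = 0.941). Slc5a2, the main glucose transporter of the early proximal tubule, had 287 ± 16.8 FPKM on the normal Pi diet and 205 ± 29.0 on the high Pi diet (SD, n = 4 each, limma-trend adjusted p = 0.0584). It passed without high Pi replicate 1 (log2 fold change -0.58, adjusted p = 0.00165) and, among alternatives chosen after seeing the data, with median-of-ratios scaling (adjusted p = 0.0439), library weights (adjusted p = 0.00175) and the length trend removed (adjusted p = 0.0373), and in the others it did not (adjusted p up to 0.203). Slc5a2 is 1 of 13 markers of the S1 and S2 segments, a list that was lower by camera at a preset correlation (adjusted p = 4.5e-05) but not with an estimated correlation (adjusted p = 0.619). Of 33 genes of the citric acid cycle, 0 passed limma-trend and 1 had an unadjusted p under 0.05 (Pdp2), with 0 adjusted over the list alone and camera adjusted p = 0.521. Of 24 genes of cholesterol synthesis, 0 passed limma-trend, 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone (camera adjusted p = 0.784). Of 18 genes of the carbohydrate response and lipogenesis, 0 passed limma-trend, 3 had an unadjusted p under 0.05 and 2, Thrsp and Pklr, were higher when adjusted over the list alone. This list passed camera (adjusted p = 0.0186, or adjusted p = 0.516 with an estimated correlation). Thrsp overlapped between diets and was highest in high Pi replicates 3 and 4 (9.26 and 12.35 FPKM). The adipocyte marker Fabp4 was highest in the same mice (97.02 and 112.49 FPKM). Whether the samples differed in fat tissue was not tested, so the value of Thrsp cannot be assigned to tubule cells. Without high Pi replicate 1, 421 genes passed limma-trend, 156 higher and 265 lower, and all 37 were among them with the same sign. Without that library, 2 genes of glucose transport were higher and 5 lower, 3 of the pentose phosphate and polyol list (G6pdx, Pgd and Akr1b3) were higher and 2 of the citric acid cycle (Pdp2 and Ogdhl) were lower. From the RNA-Seq data, together with its measurements of glycolysis, the paper concludes that Pi raised glycolytic activity in the fed kidney with no systematic change in the expression of metabolic genes.

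**Figure D3:**
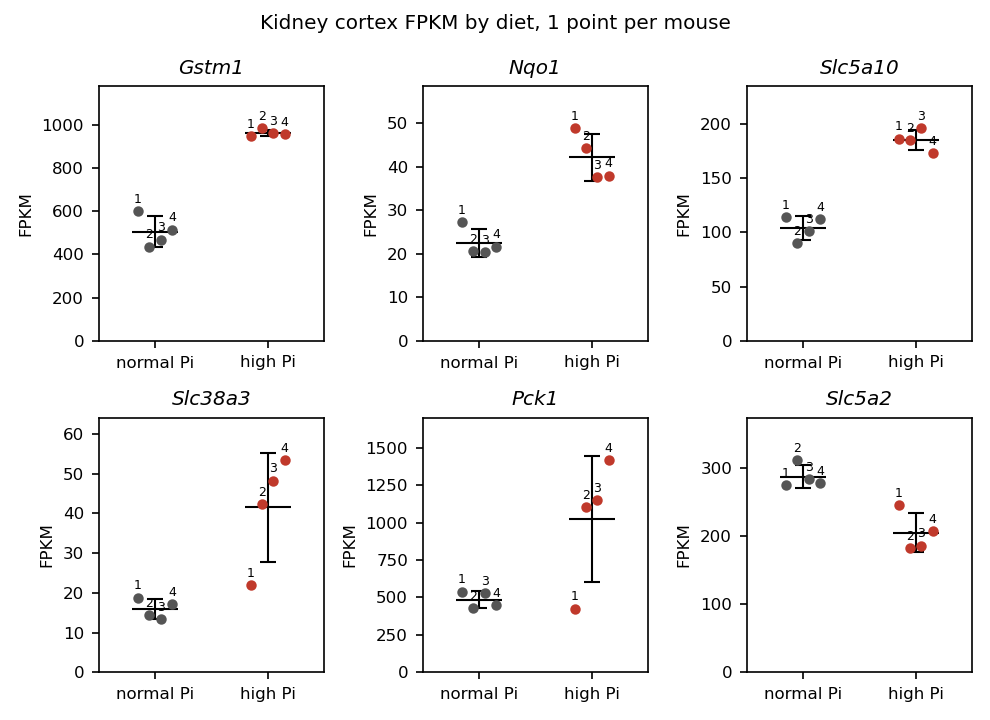
FPKM (y axis) of 6 genes in kidney cortex by diet (x axis), with 1 point per mouse labelled by its replicate, the mean (wide dash) and the SD (bars), 4 mice per diet. For Gstm1, Nqo1, Slc5a10, Slc38a3 and Slc5a2 the values of the diets do not overlap, and for Pck1 high Pi replicate 1 lies below all 4 mice on the normal Pi diet.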

### Gpd1 mediates Pi-stimulated G-3-P and FGF23 production to regulate systemic Pi homeostasis.

Gpd1 is a cytosolic enzyme that converts the glycolytic intermediate dihydroxyacetone phosphate to G-3-P and oxidizes NADH back to NAD+. An inbred mouse strain with a spontaneous *Gpd1* mutation resulting in absent enzyme expression has previously been described as viable and fertile (21). In addition, these mice were noted to have a buildup of glycolytic intermediates up to the Gapdh step and reduction of metabolites downstream of Gapdh in muscle, suggesting that Gpd1 deficiency causes a block in glycolysis at Gapdh (22). Therefore, we generated *Gpd1^–/–^* mice to examine the role of Gpd1 in Pi-stimulated G-3-P production (Figure 3, A and B and Supplemental Figure 5A). No difference was observed between *Gpd1^–/–^* mice and *Gpd1^+/+^* littermates in body weight, food intake, or urinary Pi (Figure 3, C–E). On a normal Pi diet (0.6%), G-3-P levels were lower in *Gpd1^–/–^* mice than in their *Gpd1^+/+^* littermates, but no difference was observed in Pi or FGF23 (Figure 3, F–H); in addition, no difference was observed in calcium or kidney function, but *Gpd1^–/–^* mice did have higher 1,25(OH)_2_D levels (Supplemental Figure 5, B–E). As with i.v. Pi administration, an increase in dietary Pi content from 0.6% to 1.2% increased blood Pi and G-3-P concentrations in *Gpd1^+/+^* mice, with a concomitant increase in intact FGF23 levels. By contrast, dietary Pi loading increased blood Pi concentrations, but had no effect on blood G-3-P or FGF23 levels in *Gpd1^–/–^* mice (Figure 3, F–H). Despite the significant difference in FGF23 levels, no difference in blood Pi concentration was observed between *Gpd1^–/–^* mice and their *Gpd1^+/+^* littermates in response to the high Pi diet (Figure 3F), likely because of a compensatory increase in PTH in *Gpd1^–/–^* mice (Figure 3I).

We used 2 approaches to remove the compensatory effect of PTH on Pi regulation. First, we administered cinacalcet, a calcimimetic that reduces PTH production, and found that this yielded significantly higher Pi concentrations in *Gpd1^–/–^* mice compared with *Gpd1^+/+^* littermates on high Pi diet (Figure 4, A and B). Second, we administered diphtheria toxin (DT) to *Gpd1^–/–^* and *Gpd1^+/+^* mice with parathyroid-specific expression of the DT receptor to induce hypoparathyroidism (Figure 4C) (23). In DT-injected animals on a high Pi diet, we observed significantly higher Pi concentrations in *Gpd1^–/–^*-PTHcre-iDTR mice compared with *Gpd1^+/+^*-PTHcre-iDTR mice and *Gpd1^–/–^* littermates that did not express the DT receptor (Figure 4D). Importantly, administration of exogenous G-3-P to the DT–treated *Gpd1^–/–^*-PTHcre-iDTR mice increased FGF23 levels and reduced blood Pi concentrations back to levels observed in *Gpd1^+/+^*-PTHcre-iDTR mice (Figure 4, D–F). Together, these findings establish the role of Gpd1 in Pi-stimulated G-3-P production, subsequent synthesis of FGF23, and systemic Pi homeostasis in vivo.

### Phosphate-stimulated glycolysis and Gpd1 activity are coupled through cytosolic NAD+ recycling.

The reactions catalyzed by Gapdh and Gpd1 act in parallel, not in series, raising the question of why a Pi-stimulated increase in Gapdh activity also increased Gpd1-mediated G-3-P production. In glycolysis, glucose metabolism is coupled to the reduction of cytosolic NAD+ to NADH. The flow of electrons from cytosolic NADH to an available electron acceptor restores cytosolic NAD+ and permits ongoing glycolysis. To test a potential role for Gpd1-mediated NAD+ regeneration in Pi-stimulated G-3-P production, we examined primary proximal tubular cells isolated from *Gpd1^–/–^* and *Gpd1^+/+^* mice. As with primary human proximal tubule and OK cells, Pi stimulated an increase in glucose consumption and G-3-P production in *Gpd1^+/+^* primary proximal tubular cells (Figure 5, A and B). By contrast, Pi stimulated an increase in glucose consumption but had no effect on G-3-P production in *Gpd1^–/–^* cells. Under basal conditions, the media pyruvate/lactate ratio, a surrogate for cytosolic NAD+/NADH (24), was reduced in *Gpd1^–/–^* cells compared to *Gpd1^+/+^* cells (Figure 5C), consistent with a role for Gpd1 in cytosolic NAD+ recycling. In both, the addition of Pi further decreased the media pyruvate/lactate ratio, which was as expected with increased glycolysis.

Next, we transfected OK cells with SoNAR, a genetically encoded fluorescent sensor that permits real-time assessment of cytosolic NAD+/NADH ratio (25). Consistent with the media pyruvate/lactate results in primary mouse cell culture, Pi supplementation lowered directly measured cytosolic NAD+/NADH in OK cells (Figure 5D). α-ketobutyrate (AKB) is a lactate dehydrogenase (LDH) substrate that can increase the cytosolic NAD+/NADH ratio without contributing carbon molecules to metabolism (Figure 5E) (26). We found that increasing LDH activity with AKB prevented the reduction in cytosolic NAD+/NADH following supplemental Pi, and, further, abrogated Pi-stimulated G-3-P production (Figure 5, F and G). Together, these findings identified cytosolic NAD+ availability as a key biochemical link between Gapdh and Gpd1 activity and aligned with recent work highlighting the cytosolic NAD+/NADH ratio as an important causal mediator in cellular metabolism (27–30).

### Npt2a inhibition reduces G-3-P production in vitro and in vivo.

Whereas glycolysis and Gpd1 are ubiquitous, the type II sodium-phosphate cotransporters (Npt2a and Npt2c) are primarily expressed in the kidney proximal tubule. Humans and mice deficient in Npt2a, which makes the dominant contribution to renal Pi reabsorption, have urinary-Pi wasting and low blood–Pi concentrations (31–33). To assess whether Npt2a may confer kidney specificity to Pi-stimulated Gpd1 activity, we first examined the effect of reduced Npt2a action on Pi-stimulated G-3-P production in vitro. We found that pretreatment with PTH, which reduced tubular cell Npt2a (and Npt2c) expression (17, 34), significantly attenuated Pi-stimulated glucose consumption and G-3-P production in primary human proximal tubule cells and OK cells (Figure 6, A and B and Supplemental Figure 6, A and B). Similarly, we found that PF-06869206, a small molecule Npt2a inhibitor (35), also attenuated Pi-stimulated glucose consumption and G-3-P production in these cells (Figure 6, C and D and Supplemental Figure 6, C and D), reinforcing the view that intracellular Pi is substrate-limiting for proximal tubular cell glycolysis and G-3-P production. To corroborate these findings in vivo, we dosed C57BL/6J mice with a single dose of PF-06869206 by oral gavage, sampling blood immediately before and 1 hour after dosing. As shown in Figure 6, E and F, the drop in blood Pi following inhibition of proximal tubule Pi reabsorption acutely lowered circulating G-3-P. Similarly, we found that the drop in blood Pi following administration of recombinant FGF23 also resulted in reduced blood G-3-P levels (Figure 6, G and H).

### Npt2a is required for kidney glycolytic Pi sensing.

Finally, we examined *Npt2a^–/–^* mice to reinforce the causal relationships among kidney-specific Pi uptake, kidney-derived G-3-P, and FGF23. In addition to wasting urinary Pi with resultant hypophosphatemia, these animals are known to have reduced FGF23 levels (33). Consistent with this, we found that basal levels of G-3-P were lower in *Npt2a^–/–^* mice relative to control mice. Further, we found that the increase in kidney cortex ^18^F-FDG signal observed in C57BL/6J mice following i.v. Pi was markedly attenuated in *Npt2a^–/–^* mice (Figure 7A and Supplemental Figure 7, A and B), and that neither i.v. Pi administration (Figure 7B) nor dietary Pi loading increased blood G-3-P levels if Npt2a was lacking (Figure 7, C and D). In turn, dietary Pi loading did not increase FGF23 levels in *Npt2a^–/–^* mice (Figure 7E). As with C57BL/6J and *Gpd1^–/–^* mice, however, exogenous G-3-P administration caused a significant increase in FGF23 levels in *Npt2a^–/–^* mice (Figure 7F), confirming that G-3-P was the key circulating factor — downstream of Pi-stimulated Gpd1 activity in the kidney proximal tubule — that stimulated FGF23 synthesis in bone.

## Discussion

Because FGF23 is produced by osteoblasts and osteocytes, the search for the Pi sensor has focused on bone. However, sensing within the kidney — and the proximal tubule specifically — is compelling for several reasons. First, the kidney is already the site of other sensors, including oxygen sensing upstream of erythropoietin production, as well as extensive expression of the CaSR, which plays a complementary role with calcium sensing in the parathyroid gland (36). Second, responsible for the reabsorption of Pi from the more than 140 liters of filtrate per day, the proximal tubule is uniquely poised to detect systemic Pi load. Third, the proximal tubule relies on oxidative lipid metabolism rather than glycolysis to meet its bioenergetic needs (37), in theory, making the glycolytic machinery available for other purposes. Fourth, the separation in time and space between Pi-stimulated G-3-P production in the kidney and downstream actions of G-3-P in bone shed light on the delay in the FGF23 response observed in experimental studies of Pi loading (9). Finally, because FGF23 reduces Npt2a expression, Pi sensing in the proximal tubule constitutes an elegant feedback loop whereby FGF23 action brakes its own synthesis by reducing Pi-stimulated G-3-P production (Figure 7G).

Phosphate is often considered in distinct domains, extracellularly in complex with calcium in bone, or inside cells as a mediator of signaling and bioenergetics. The direct entry of Pi into glycolysis — which contrasts with the vast majority of biochemical reactions that donate or receive phosphate as a high energy ester (ATP or GTP) — represents a potential point of convergence. Traditionally, the reaction catalyzed by Gapdh has been thought to lack significant regulation, largely based on low free–energy estimates for this reaction in erythrocytes. However, more recent studies have shown that variations in the concentrations of the reaction’s substrates and cofactors can alter the kinetics and shift the free energy of this reaction far from equilibrium (11, 12, 38). For example, intracellular Pi availability is believed to vary over several orders of magnitude and regulate Gapdh activity and overall glycolytic flux in yeast (13), but a specific role for Pi in regulating glycolysis in higher organisms has not been assessed.

Across primary human proximal tubule cells, OK cells, and primary mouse proximal tubule cells, we found that Pi was substrate limiting for glucose consumption and G-3-P production. Further, using ^18^F-FDG PET scanning, we demonstrated a striking increase in kidney glycolysis, with a concomitant decrease in urinary ^18^F-FDG excretion in response to exogenous Pi administration. The shapes of the PET scan curves are important and informative. In the bladder, the ^18^F-FDG signals increased steadily and then plateaued; that is, ^18^F-FDG accumulated in urine over time because it had nowhere else to go. By contrast, in the renal cortex, there was a discrete increase in ^18^F-FDG signal in Pi-treated animals — a change in the shape of the curves not observed in any other tissue — that lasted for approximately 20 minutes. Because the radioactive half-life of ^18^F-FDG is roughly 110 minutes, the increase and decrease in kidney cortex ^18^F-FDG signal over 20 minutes clearly indicates that the isotope and its phosphorylated derivative did not remain inside the kidney cells, but rather were returned to circulation. Thus, a difference of approximately 5% in ^18^F-FDG signal at any given time in the kidneys in response to Pi versus saline multiplies over time to a substantially greater difference in total accumulated ^18^F-FDG in the bladder. Consistent with our ^18^F-FDG PET data on Pi-stimulated glycolysis, i.v. Pi had no impact on circulating G-3-P levels in mice that were pretreated with empagliflozin or mice that had undergone bilateral clamping of the renal arteries and veins. The absence of Npt2a, which is only expressed in the kidney, also abrogated Pi-stimulated G-3-P production. Taken together, these findings support the conclusion that Pi-stimulated glycolysis is kidney-specific.

Notably, glycolysis is already utilized in the pancreatic beta cell for glucose sensing upstream of insulin secretion. Key features of this mechanism include a high capacity glucose transporter that permits rapid uptake regardless of extracellular concentration, along with low level expression of a hexokinase isoform whose activity is proportional to glucose availability; downstream metabolites reflective of glycolytic flux then control the rate of insulin synthesis and secretion (39). Whereas glycolytic flux and its stimulatory effect on insulin is circumscribed within the pancreas, numerous metabolites traditionally thought to function exclusively within the cell are now recognized to have extracellular signaling effects as well (40). Examples include succinate, short-chain fatty acids, aromatic amino acids, and even lactate; like G-3-P, lactate is a byproduct of glycolysis, which has been shown to bind a G protein coupled receptor on adipocytes to inhibit lipolysis (41). Thus, existing paradigms strongly support roles for glycolysis and its metabolites that extend well beyond ATP production alone.

Recently, G-3-P biosynthesis has been highlighted as a key pathway for cytosolic NAD+ regeneration conserved across yeast, worms, and mice (30). Here, we extend this paradigm to Pi-stimulated glycolysis, whereby Gapdh and Gpd1 activity are biochemically coupled through cytosolic NAD+, and the absence of Gpd1 abrogates Pi-stimulated G-3-P and FGF23 production. However, we note that Gpd1 does not provide the only route to G-3-P biosynthesis, and *Gpd1^–/–^* mice still have basal blood G-3-P levels that are approximately 70% the level of their *Gpd1^+/+^* littermates. 

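In the kidney cortex of mice on the high Pi diet, 10 genes of G-3-P metabolism were measured, and 0 passed limma-trend. Aqp7, an aquaglyceroporin, was the 1 gene with an unadjusted p under 0.05, with 5.47 ± 0.867 FPKM (SD, n = 4 mice) on the normal Pi diet, 7.00 ± 1.19 (SD, n = 4) on the high Pi diet and a log2 fold change of 0.30 (limma-trend adjusted p = 0.422). Adjusted over the list alone, 0 passed, and the 95% confidence intervals of all 10 lay within a 1.5-fold change (camera adjusted p = 0.521). Of 13 measured genes of cytosolic NAD shuttles, lactate dehydrogenases included, 0 passed limma-trend, 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone (camera adjusted p = 0.277). Without high Pi replicate 1, 1 of the 13 rose by limma-trend: Slc25a10, the mitochondrial dicarboxylate carrier, with a log2 fold change of 0.36. Of the 11 listed transcripts of Pklr, Gpd1, Gpd2 and Gk, 10 averaged at least 0.1 FPKM, with exact two-sided permutation tests at p = 0.0857 or above. In this test, with 4 mice per diet and 10 transcripts, a single transcript without overlap between diets reaches only a Benjamini-Hochberg adjusted p of 0.286, so it could not call one alone, and limma-trend was not run on transcripts. Pklr was spread over NM_001099779.1, with 6.48 ± 1.47 FPKM (SD, n = 4) on the normal Pi diet and 8.21 ± 2.83 (SD, n = 4) on the high Pi diet, and XM_006501134.3, with 5.64 ± 1.69 (SD, n = 4) and 7.16 ± 1.14 (SD, n = 4). How reads are divided between transcripts of a gene is uncertain. NM_010274.3 held 98.5% of the Gpd2 value.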

Pi loading does not appear to alter expression of *Gpd1*, *Gpd2*, or *gk*, but more detailed studies are required to understand how these different enzymes contribute to systemic G-3-P metabolism, including fluctuations with fasting and feeding. Prior work on *Gpd2^–/–^* mice, which have reduced fertility and viability, is limited, and mice deficient in both Gpd1 and Gpd2 are extremely sick and die within a week of birth (42).

Npt2a and Npt2c are both primarily expressed in the kidney proximal tubule and both are downregulated by FGF23. Our intention is not to claim that only the former participates in kidney glycolytic Pi sensing. Rather, our experimental focus is on Npt2a because it plays a quantitatively greater role than Npt2c in kidney Pi reabsorption, enhancing our ability to elicit clear differences in Pi-stimulated glycolysis and G-3-P production with pharmacologic and genetic approaches. Because the proximal tubule is the predominant site of Npt2a expression, we believe it is quantitatively the major site of Pi-stimulated glycolysis and G-3-P production; however, we acknowledge that there is some low-level expression of Npt2a in other parts of the nephron. Finally, we note that other transporters mediate Pi uptake in other cell types throughout the body. Pit-1 is a widely expressed sodium-Pi cotransporter, and Pi deprivation upregulates its expression (43). This regulatory mechanism is also a version of Pi sensing, albeit at the individual cell level. Our findings on systemic Pi sensing upstream of G-3-P and FGF23 do not preclude other local mechanisms whereby cells may regulate their own Pi uptake according to cell-specific metabolic needs.

We note that Npt2a and Npt2c expression may not be the only features that facilitate kidney-specific Pi sensing. Sglt2 expression is restricted to the kidney proximal tubule, and we find that acute pharmacologic inhibition of this sodium-glucose cotransporter blocks Pi-stimulated G-3-P production in vitro and in vivo. With each successive positive clinical trial, SGLT2 inhibitors are gaining broader indications in diabetes, chronic kidney disease, and cardiovascular disease (44–46). Intriguingly, 2 studies have shown that SGLT2 inhibition increases both blood Pi and FGF23 levels (47, 48). This effect is likely multifactorial; in addition to blocking glucose reabsorption, SGLT2 inhibitors induce a natriuresis, increasing the electrochemical drive to reabsorb phosphate and causing a reduction in glomerular filtration rate. To what extent altered tubular cell G-3-P production might interact with these other factors warrants further study. More work is also required to understand the route by which G-3-P is released from proximal tubule cells. Organic anion transporters (OATs), which are highly expressed on the basolateral surface of the proximal tubule and share topology with an established bacterial G-3-P transporter, are attractive candidates for further investigation (49).

A substantial body of evidence has shown that the kidney proximal tubule has high gluconeogenic capacity, including classic microdissection studies demonstrating more gluconeogenic than glycolytic enzyme activity in the proximal tubule (50) as well as more recent work demonstrating the kidneys’ ability to maintain fasting euglycemia in mice lacking hepatic gluconeogenesis (51, 52). Our study shows that Pi stimulates glycolysis and G-3-P production, but primarily in the physiologically relevant context of feeding, when both glucose and Pi are ingested. This is entirely consistent with the proximal tubule’s contribution to gluconeogenesis during fasting, as well as the minor role that glycolysis plays in ATP production in these cells. Indeed, as already noted, it is precisely this minor bioenergetic role that makes proximal tubule glycolysis amenable to cooptation for another purpose like Pi sensing. That Pi-stimulated G-3-P and FGF23 production is biochemically coupled to glycolysis, in the fed state, suggests that this system developed to control Pi excretion over the course of hours following dietary ingestion. PTH acts much more rapidly, but, as noted, with the primary purpose of increasing and/or maintaining ionized calcium levels. In theory, this could be important immediately following a meal as the acute rise in ingested Pi could otherwise result in dangerous (arrhythmogenic) reductions in ionized calcium through calcium-Pi binding. Thus, our findings may shed light on the inherent logic of PTH and FGF23 physiology; more work is required, including more extensive human studies, to develop a comprehensive understanding of how these factors interact in different contexts.

In sum, our study identifies kidney proximal tubular cell glycolysis as a mammalian phosphate sensor, upstream of G-3-P and FGF23. In addition to addressing a fundamental gap in knowledge, these findings expand our view of the kidney as an endocrine organ, demonstrate a new paradigm whereby Pi availability can determine glycolytic rate and cytosolic NAD+/NADH in mammalian cells, and highlight potential targets for treating disorders of phosphate homeostasis that affect kidney, bone, and cardiovascular health.

## Methods

### Mice.

*C57BL/6J* and *CD-1* mice were purchased from the Jackson Laboratory and Charles River Laboratories. *Gpd1*-KO mice were generated within the MGH Endocrine Unit by delivering CRISPR genome engineering reagents directly to E0.7 CD-1 embryos via in situ electroporation (53). Guides were designed using GenScript CRISPR sgRNA Design Tool (https://www.genscript.com/) to target exon 2 of *Gpd1* with the following sequences: GGAAAGUGGACUAGGGUGAC and AACACGCAAAAGUGACUUCG. EZ crRNA and tracrRNA kits were obtained from Synthego, and Cas9 protein was purchased from PNA Bio. We confirmed that exon 2 was lacking in the kidney, muscle, and liver by PCR (Supplemental Figure 5A) and genomic sequencing (not shown). The following primers were used for genotyping: CAGGAGGTAAAAAAAAATCCAACAA and TGCCTCCTTCCCAGAGGAGGGGAGG. As determined by immunoblot, deletion of Gpd1 in the kidney may be associated with an increase in Gpd2 expression, but no change was observed for Gapdh (Figure 3B). To generate a model of inducible, mild hypoparathyroidism *Gpd1^–/–^* mice and *Gpd1^+/+^* littermates were crossed with *PTHcre-iDTR* mice that selectively expressed the DT receptor in parathyroid cells. *PTHcre* and *iDTR* primers have been previously described (23). *Npt2a* knockout mice were obtained from the Jackson Laboratory. Animals had been backcrossed onto the *C57BL/6J* background for more than 10 generations; genotyping by PCR amplification of genomic DNA was performed as previously described (54). Experiments used age-matched male mice at 8–16 weeks of age that were maintained in specific pathogen–free environments at 25°C and a 12-hour light/12-hour dark cycle.

### Cell lines and experiments.

Human Primary Renal Proximal Tubule Epithelial Cells (RPTEC) were purchased from ATCC. RPTEC were maintained in Renal Epithelial Cell Basal Medium (ATCC) supplemented with Renal Epithelial Cell Growth Kit (ATCC) and were incubated in 5% CO_2_/95% air at 37°C. OK cells were originally obtained from ATCC. Cells were maintained in DMEM: Nutrient Mixture F-12 (DMEM/F12, Thermo Fisher Scientific) supplemented with 10% FBS and 1% antibiotics (penicillin and streptomycin) and were incubated in 5% CO_2_/95% air at 37°C. Primary mouse proximal tubule cells were isolated as previously published (55). In brief, renal cortices were dissected and sliced into pieces. The fragments were transferred to collagenase and digested for 30 minutes. After digestion, the supernatant was sieved through 2 nylon sieves (pore sizes 250 m and 80 m). The proximal tubules were centrifuged, washed, and then resuspended into the appropriate amount of culture medium and plated. Cells were maintained in Renal Epithelial Cell Basal Medium supplemented with Renal Epithelial Cell Growth Kit and were incubated in 5% CO_2_/95% air at 37°C. Ocy454 cells were grown from a single subclone (56). Cells were passaged in α-MEM supplemented with 10% heat-inactivated FBS and 1% antibiotics (penicillin/streptomycin, Fungizone) at 33°C with 5% CO_2_. Cells were plated at 50,000 cells/mL and allowed to reach confluency at 33°C (typically in 2–3 days) prior to transfer to 37 °C. Experiments were performed on cells cultured at 37°C for 7 days.

### Animal experiments.

An equal mixture of monobasic and dibasic sodium phosphate (sodium Pi) 6 mg (Sigma-Aldrich) or sodium chloride 2.7 mg (Sigma-Aldrich) was dissolved in 100 μL of saline prior to i.v. injections. G-3-P 300mg/kg (Sigma-Aldrich) was dissolved in 500 μL of saline prior to i.p. injections. Empagliflozin 10 mg/kg (Selleck Chemical) and the Npt2a inhibitor PF-06869206 300 mg/kg (MedChemExpress) were administered by oral gavage. Recombinant human FGF23 (MedChemExpress) was dissolved in 100 μL of saline prior to i.p. injections. Serum was collected by retroorbital bleeding. For tissue collection following i.v. injections, mice were euthanized by cervical dislocation and tissues were collected, homogenized in water (1 mg:4 μL ratio), and then snap frozen in liquid nitrogen.

For mice that underwent clamping of renal arteries and veins, animals were placed on inhaled anesthesia on a temperature-controlled heating blanket and both renal pedicles were clamped with vascular clips (Roboz) (57). Sodium Pi or sodium chloride was then injected i.v. and serum was collected 10 minutes afterward.

To assess the acid-base impact of dietary Pi, C57BL/6J mice were acclimated in metabolic cages for 3 days and then transitioned to experimental diets (Envigo) containing normal Pi (0.6%), high Pi (1.2%), or normal Pi plus drinking water supplemented with 0.28 M NH_4_Cl for an additional 3 days. Urine samples were collected on days 1 and 3, blood was collected on day 3, and kidney tissue was collected after euthanasia on day 3. For assessment of mineral metabolism, *Gpd1^–/–^* and *Npt2a^–/–^* mice or their control littermates were fed a normal Pi and high Pi diet for 1 week and blood samples were collected on days 3 and 7. In a follow-up experiment in *Gpd1^–/–^* mice and *Gpd1^+/+^* littermates fed a high Pi diet, cinacalcet (Santa Cruz Biotechnology) 30 mg/kg per day in 0.5% methylcellulose (Abcam) was delivered via oral gavage daily for 7 days with blood samples collected on days 3 and 7. For induction of mild hypoparathyroidism with parathyroid specific expression of the DT receptor, 12 week old mice were injected with 5 μg/kg DT (Sigma Aldrich) i.p. on days 1 and 4, with baseline blood samples drawn on day 6. The mice were then transitioned from a normal Pi to high Pi diet for 5 days, followed by repeat phlebotomy on day 11. On the following day, mice were continued on a high Pi diet but also administered with i.p. G-3-P for 3 more days prior to phlebotomy and euthanasia on day 14.

### PET/MRI acquisition and analysis.

Animals were imaged in a 4.7 Tesla MRI scanner equipped with a PET insert (Bruker). Mice were anesthetized with isoflurane (4% for induction, 1%–1.5% for maintenance in medical air). After placement of a tail vein catheter for probe administration, mice were positioned in a prone position on a custom-built multi-animal cradle, which allows imaging up to 4 mice at a time. Animals were kept warm with an air heater system with the temperature and respiration rate monitored by a physiological monitoring system (SA Instruments Inc.) throughout the imaging session. The ^18^F-FDG PET probe (100–200 μCi) was mixed with sodium phosphate (6 mg) or sodium chloride (2.7 mg) and given i.v. as a bolus and followed by a 50 L saline flush. MRI and PET acquisition were performed simultaneously. Anatomic MR images were acquired with a 3D Fast Low Angle Shot (FLASH) sequence (repetition time (TR)/echo time (TE)/flip angle (FA) = 20 ms/3 ms/12°, field of view (FOV) = 86 × 65 × 50 mm, 0.25 mm isotropic resolution). Dynamic PET data were acquired in list-mode for up to 60 minutes after probe injection and were reconstructed using maximum likelihood expectation maximization (MLEM) algorithm with 12 iterations, 0.75 mm isotropic voxels, and binned into sequential time frames with durations of 9 × 20 seconds, 7 × 60 seconds, 6 × 300 seconds, 2 × 600 seconds. Reconstructed PET data were analyzed using AMIDE software package (58). Volumes of interest (VOIs) over renal cortex, bladder, liver, heart, and skeletal muscle were defined on MR images and used for quantifying radioactivity of each organ/tissue. Results were expressed as percentage of injected dose per cubic centimeter of tissue (%ID/cc).

### Human phosphate loading.

Three healthy people (2 men and 1 woman, aged 30–45 years) were recruited for this study, which consisted of 2 study visits separated by at least 2 weeks. All individuals provided written informed consent. During the first study visit (phosphate load), participants were asked to have breakfast 2 hours before the study visit, avoiding high-phosphate-containing foods; each person received 1.5 g of oral phosphate (K-Phos Neutral; Beach Pharmaceuticals) and underwent 6 blood draws, 1 before the oral loading and the remaining 5 done at 1-hour intervals after the oral loading. During the second visit (the control visit), the same people were asked to have breakfast 2 hours before the first collection, avoiding high-phosphate-containing foods, and subsequently underwent 6 blood draws at 1-hour intervals. Venous blood samples were collected in Lithium heparin-coated tubes and processed within 10 minutes of collection. Plasma was separated by centrifugation at 4°C and stored at –80°C until analysis.

### Blood mineral metabolism measurements.

Pi was measured using a colorimetric kit (Abcam), and iFGF23 and PTH were measured by the respective Immutopics ELISAs (catalog nos. 60-6800 and 60-2305) according to the manufacturer’s instructions. Colorimetric kits for calcium (Stanbio) and blood urea nitrogen (Invitrogen) were used, and 1,25(OH)_2_D was measured by enzymatic immunoassay (IDS), while creatinine was measured by liquid chromatography–mass spectrometry (LC-MS) as previously described (10).

### LC-MS measurements.

G-3-P was measured in 10 μL of plasma or tissue homogenate or 30 μL of cell culture media. In brief, samples were extracted with 90 μL (for plasma or tissue) or 70 μL (for culture media) acetonitrile/methanol (3:1 vv) containing 1 μg/mL G-3-P-^13^C_3_ (Cambridge Isotope Laboratories). The samples were centrifuged and 10 μL of supernatant was injected onto a 150 × 2.1 mm Atlantis HILIC Silica 3 μm Column (Waters). The column was eluted at a flow rate of 250 μL/min with 5% mobile phase A (10 mM ammonium formate in water) for 0.5 minutes, followed by a linear gradient to 40% mobile phase B (acetonitrile) over 8 minutes, then held at 40% mobile phase B for 5.5 minutes before returning to starting conditions. The peaks for G-3-P (transition 170.99/78.99) and G-3-P-^13^C_3_ (transition 173.99/78.99) were monitored in the negative-ion mode on a TSQ Quantiva Triple Quadrupole Mass Spectrometer (Thermo Fisher Scientific). Lactate and pyruvate were measured in 30 μL of tissue homogenate or cell culture media using hydrophilic interaction LC and multiple-reaction monitoring in the negative-ion mode on a 5500 QTRAP MS (SCIEX) as previously described (29).

### RNA-Seq.

mRNA obtained from the kidney cortex of C57BL/6J mice after 3 days on a high Pi (1.2%) or normal Pi (0.6%) diet were analyzed by RNA-Seq using the BGI DNBSEQ platform. A total of 17,457 genes were detected, and analysis of differentially expressed genes was conducted using DESeq2 (59), with a Q value (adjusted P value) threshold of less than 0.05. 

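The deposited tables list 17457 genes, of which 17009 were above 0 FPKM in at least 1 of the 8 libraries. Of these, 14222 genes were above 0 in every library, and 14206 of the listed genes averaged at least 0.1 FPKM. The number of genes above 0 in a library ranged from 15405 to 15571. Gapdh and Slc34a1 were among the genes above 0 in every library, and gene IDs matched the reference annotation for 17346 of the listed genes.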

Complete data are deposited in GEO (accession GSE223176).

### Assessment of acid-base status.

Whole blood pH and PCO_2_ were assessed immediately after phlebotomy with an ABL800 FLEX analyzer (Radiometer) and [HCO_3_^–^] was calculated using the Henderson-Hasselbalch equation. Urine electrolytes were measured by IDEXX BioAnalytics. Quantitative PCR was performed on RNA extracted from kidney homogenates using a CFX Connect Real-Time PCR machine (Bio-Rad) and Cells Direct 1 Step qRT-PCR kit (Invitrogen) with the following primers: *Pck1*, forward GCATAACGGTCTGGACTTCT, reverse TGATGACTGTCTTGCTTTCG; and *Snat3*, forward CGAATCATGCCCACTGACAA, reverse AACCGCAGCGAAACAAAGG.

### Immunoblotting.

Tissue and cell lysates were prepared using RIPA buffer with protease inhibitors (Pierce, Thermo Fisher Scientific). Lysates (15–20 μg of protein) were separated by SDS-PAGE, and proteins were transferred onto nitrocellulose membranes. Membranes were blocked with 5% milk in TBS + 0.1% Tween20 and incubated with Gpd1 (sc-376219, Santa Cruz), Gpd2 (ab-188585, Abcam), Gapdh (ab-8245, Abcam), FLAG (F1804, Sigma Aldrich), or β-actin (8H10D10, Cell Signaling) antibodies overnight at 4°C. The next day, the membranes were washed and incubated with the appropriate HRP-coupled secondary antibodies (Invitrogen catalog numbers 31430 and 31460), and signals were detected with ECL (Pierce, Thermo Fisher Scientific). All immunoblots were repeated at least twice, with comparable results.

### Cell-based experiments.

To induce gluconeogenic conditions, OK cells were cultured in glucose and insulin free media (XF DMEM, Agilent) supplemented with lactate (10mM). A stable OK cell line expressing a TK-GAPDH was generated as follows. FLAG-TK-GAPDH plasmid was obtained from JM Orozco (18, 19). This plasmid was incorporated into lentiviral particles using psPAX2 (Addgene) and pMD2.G (Addgene) packing vectors in HEK293FT cells transfected with Lipofectamine 2000 (Thermo Fisher Scientific). The medium was changed the next day and collected 48 hours later. OK cells were exposed to lentiviral particles overnight in the presence of polybrene (2.5 μg/mL), and TK-GAPDH–expressing cells were selected in media containing puromycin (4 μg/mL).

Cells were treated with an equal mixture of monobasic and dibasic sodium Pi (Sigma-Aldrich) or sodium sulfate (VWR), with or without 1 μM empagliflozin (Selleck Chemical), 25 mM 2-DG (Sigma Aldrich), 5 μM CGP 3466 (ChemCruz), 10 mM 1-thioglycerol (TCI America), 33 μM koningic acid (Adipogen Life Sciences), 1 mM each dihydroxyacetone phosphate/glyceraldehyde-3-phosphate (Sigma Aldrich), or 1 mM AKB (Sigma Aldrich); 0.5 μM rotenone (Sigma Aldrich); 0.1 μM PTH (Sigma Aldrich); or 10 μM PF-06869206 (MedChemExpress). For experiments testing the effect of different media glucose concentrations, low-glucose DMEM (Thermo Fisher Scientific) containing 5.5 mM glucose was used, with additional glucose added to achieve final concentrations of 17.5 mM or 50mM as needed. For the experiment testing the effect of different media calcium concentrations, DMEM (normal calcium, 20 mg/dL) was compared to MEM Hank’s Balanced (low calcium, 14 mg/dL; Thermo Fisher Scientific). For all other experiments, basal media for each cell line was used. 1 × Pi and sulfate = 0.9 mM. Cells were preincubated with empagliflozin and 2-DG for 30 minutes, PTH for 4 hours, and with all other compounds for 10 minutes before the addition of sodium Pi or sodium sulfate.

### Glucose consumption.

Media glucose consumption was measured with a glucose colorimetric/fluorometric assay kit according to the manufacturer’s instructions (BioVision).

### Measurement of cytosolic NAD+/NADH ratio using SoNar.

OK cells were seeded at 600,000 cells in 10 cm culture dishes and incubated overnight. The following day, media was replaced with fresh antibiotic-free DMEM and cells were transfected with Fugene HD transfection reagent. More specifically, OK cells were incubated with 5 mg of pCDNA3.1-SoNar (provided by Y. Yang and J. Loscalzo) and 18 mL of Fugene HD transfection reagent for 24 hours, then transfected cells were resuspended with trypsin and replated at 20,000 cells per well on a 96-well clear bottom black microplate (Corning) in FluoroBrite DMEM (Life Technologies) containing 5% dialyzed FBS, 1 mM pyruvate and 2 mM L-glutamine. Twenty-four hours after transfected cells had been seeded on the 96-wells plate, cells were washed once with 100 mL of FluoroBrite DMEM and media was changed to 100 mL of FluoroBrite DMEM containing 2% dialyzed FBS and 2 mM L-glutamine. 1 hour later, the following compounds were added: DMSO (for a final concentration of 0.1%), rotenone (0.5 μM), Pi (1 ×, 3 ×, and 10 ×), AKB (1 mM), or Pi (1 ×, 3 ×, and 10 ×) + AKB (1 mM). 1 × Pi = 0.9 mM. Dual-excitation ratios of the SoNar sensor were measured immediately afterward and at the specified time points using an Envision multi-label reader (PerkinElmer) with 430 nm or 485 nm excitation and 535 nm emission for both excitation wavelengths.

### Seahorse.

Extracellular acidification rates (ECARs) and oxygen consumption rates (OCRs) of live OK cells treated with supplementary Pi ± empagliflozin was measured by a Seahorse XFe96 Analyzer (Agilent) according to the manufacturer’s instructions.

### Statistics.

2-tailed student’s *t* tests or 2-way ANOVAs were used to determine significance; details are provided in the figure legends. Statistical analyses were performed using Graph Pad Prism 6. *P* < 0.05 was considered significant, except for RNA-Seq data, where significance was set at Q value (*P*_adj_) < 0.05.

### Study approval.

All animal studies were approved by the Institutional Animal Care and Use Committee of the Massachusetts General Hospital and conducted under their guidelines. The human phosphate loading study was approved by the IRB at Mass General Brigham (Boston, Massachusetts, USA).

## Author contributions

WZ and PS carried out most of the experiments and analyzed the results. IYZ and PC performed PET/MR image acquisition and analysis. XVP conducted the human pilot study and, along with OLW, carried out several cell culture experiments. DW assisted with mouse surgery and tissue harvests. MS, MM, and TK created the Gpd1 knockout mouse. KAP and CBC performed LC-MS analyses and contributed LC-MS methodologic expertise. MM, MNW, and HJ contributed to project conception, contributed hypoparathyroid and Npt2a knockout mouse models, and analyzed results. EPR designed the study, analyzed results, and wrote the manuscript with input from all authors. Authorship order for the co–first authors was determined based on mutual agreement.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
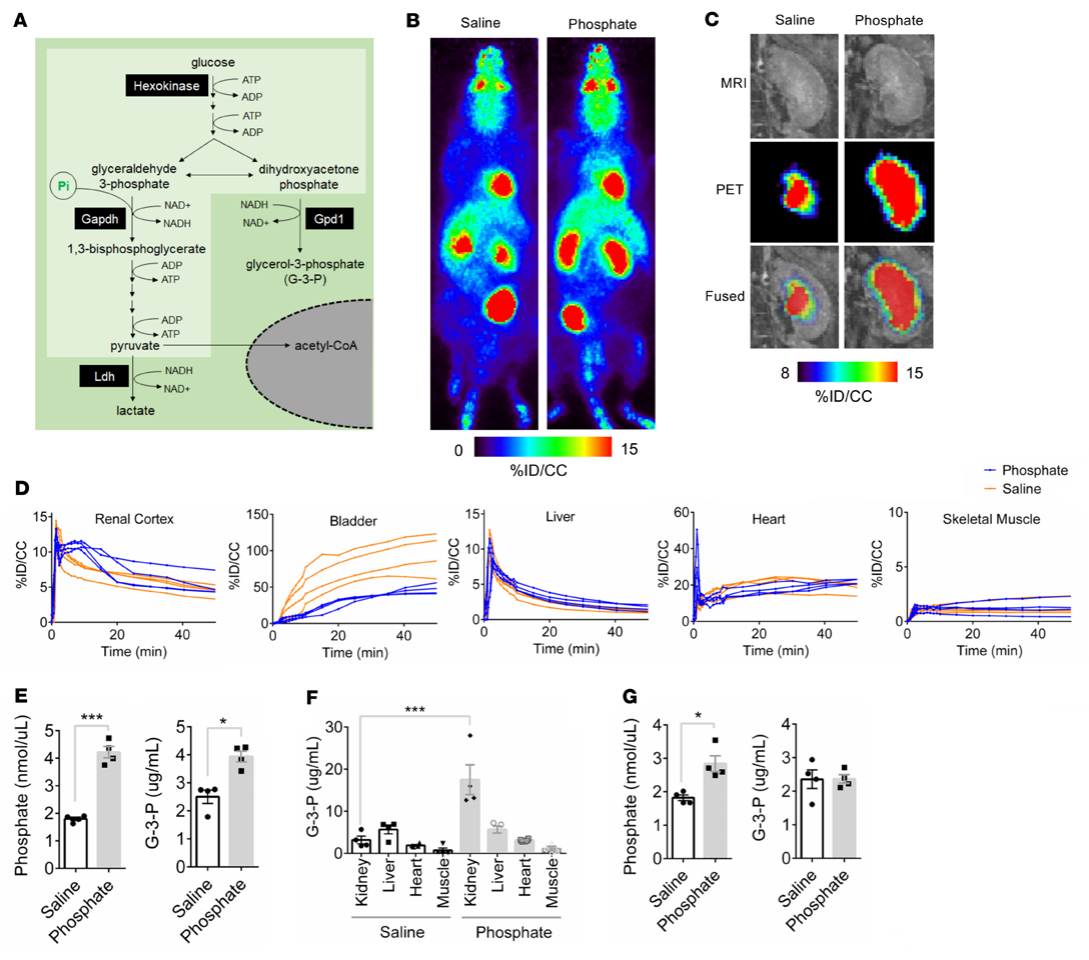
Phosphate stimulates kidney-specific glycolysis and G-3-P production. (**A**) Schematic illustration of Pi’s entry into glycolysis (light green) and G-3-P biosynthesis. (**B** and **C**) Representative whole–animal maximum intensity projection PET scan images (**B**) and kidney coronal MRI, PET, and fused images (**C**) 10 minutes after i.v. ^18^F-FDG and either sodium phosphate or sodium chloride. (**D**) ^18^F-FDG signal expressed as percent injected dose per cubic centimeter of tissue (%ID/CC) in renal cortex, bladder, liver, heart, and skeletal muscle following i.v. ^18^F-FDG and either sodium phosphate or sodium chloride in C57BL/6J mice (*n* = 4 per group). (**E** and **F**) Blood phosphate and G-3-P concentrations (**E**) and tissue G-3-P concentrations (**F**) 10 minutes after i.v. sodium phosphate or sodium chloride in C57BL/6J mice (*n* = 4 per group). (**G**) Blood phosphate and G-3-P concentrations 10 minutes after i.v. sodium phosphate or sodium chloride in C57BL/6J mice that were pretreated with empagliflozin 10 mg/kg by oral gavage 2 hours before injections (*n* = 4 per group). Values are mean ± SEM. *P < 0.05, ***P < 0.0001. Unpaired Student’s *t* test (**E** and **G**) or ANOVA with Tukey’s multiple comparisons test (**F**).

**Figure 2:**
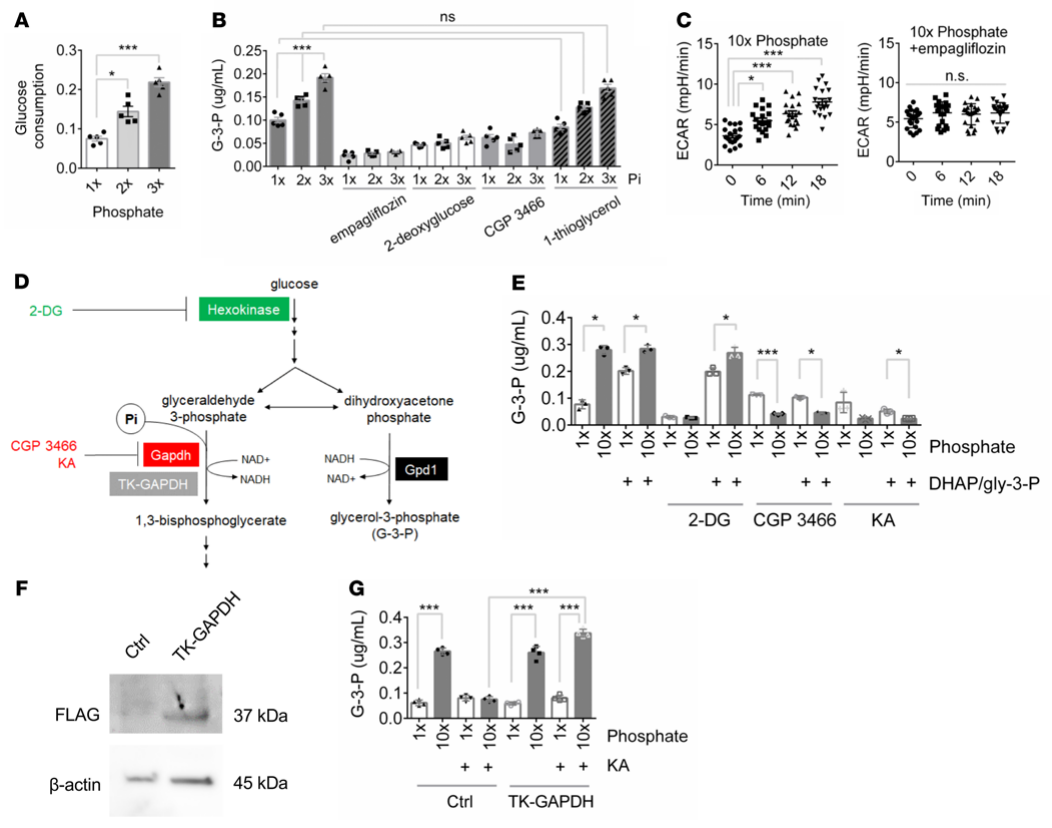
Phosphate-stimulated G-3-P production requires glycolysis. (**A**) Media glucose consumption 6 hours after primary human proximal tubule cells were incubated with increasing concentrations of sodium phosphate (*n* = 5 per group). (**B**) Media G-3-P concentrations 6 hours after primary human proximal tubule cells were incubated with increasing concentrations of sodium Pi, ± empagliflozin (1 μM), 2-deoxyglucose (25 mM), CGP 3466 (5 μM), and 1-thioglycerol (10 mM) (*n* = 5 per group). (**C**) Extracellular acidification measured by Seahorse in OK cells treated with high phosphate ± empagliflozin (1 μM) (*n* = 16 per group). (**D**) Schema of hexokinase and Gapdh inhibition and rescue experiments. (**E**) Media G-3-P concentration 120 minutes after OK cells were incubated with 1 × or 10 × sodium phosphate, with or without 2-deoxyglucose (2-DG, 25 mM), CGP 3466 (5 μM), or koningic acid (KA; 33 μM), and with or without a mixture of 1 mM each dihydroxyacetone phosphate and glyceraldehyde-3-phosphate (DHAP/gly 3-P) (*n* = 3 per group). (**F**) Immunoblot of FLAG and β-actin in OK cells transfected with FLAG-TK-GAPDH or control vector. (**G**) Media G-3-P concentration at 120 minutes from OK cells transfected with TK-GAPDH or control vector incubated with 1 × or 10 × sodium phosphate, with or without KA (33 μM) (*n* = 4 per group). 1 × Pi = 0.9 mM. Values are mean ± SEM. *P < 0.05, ***P < 0.0001. ANOVA with Dunnett’s multiple comparisons test (**A**), ANOVA with Tukey’s multiple comparisons test (**B**, **C**, **E**, and **G**).

**Figure 3:**
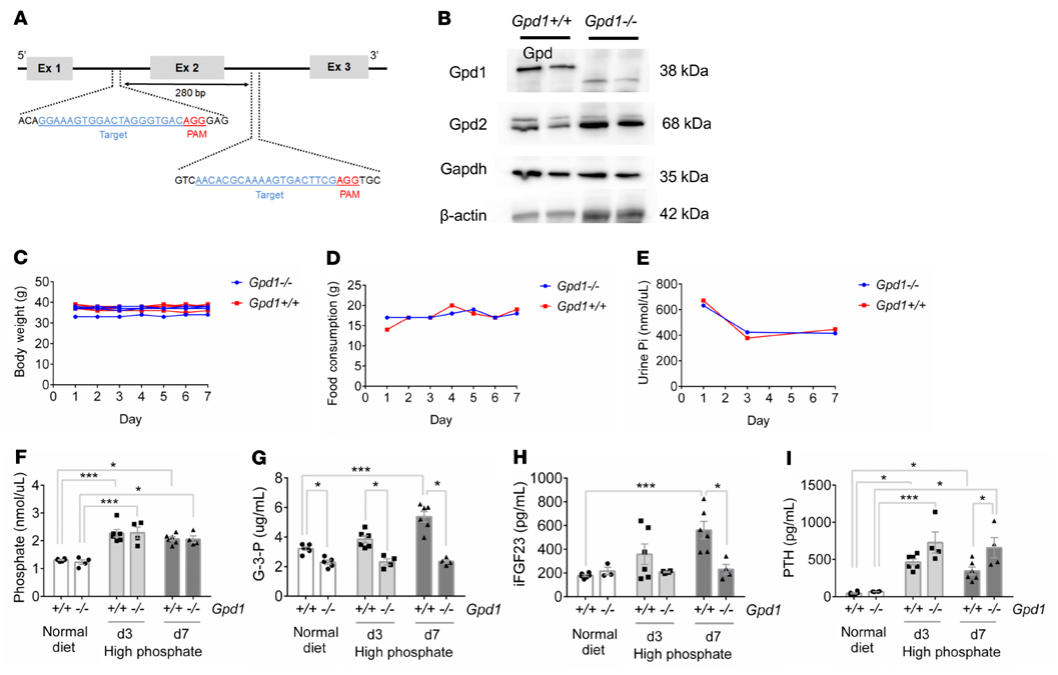
Gpd1 mediates phosphate-stimulated G-3-P and FGF23 production. (**A**) Schema for targeted deletion of Gpd1. (**B**) Immunoblot of Gpd1, Gpd2, Gapdh, and β-actin in kidney tissue from *Gpd1^+/+^* and *Gpd1^–/–^* mice. (**C**–**E**) Body weight (**C**), food consumption (**D**), and urine Pi (**E**) from *Gpd1^+/+^* and *Gpd1^–/–^* mice on high phosphate diet (1.2%) for 7 days (note, food consumption and urine Pi were assessed per cage, *n* = 4 mice per diet group). (**F**–**I**) Blood phosphate (**F**), G-3-P (**G**), intact FGF23 (iFGF23) (**H**), and PTH (**I**) concentrations in *Gpd1^+/+^* and *Gpd1^–/–^* mice fed a normal diet (0.6% Pi) and after 3 and 7 days on high phosphate diet (1.2% Pi) (*n* = 3–6 per group). Values are mean ± SEM. *P < 0.05, ***P < 0.0001. Unpaired student’s *t* test (**F**–**I**).

**Figure 4:**
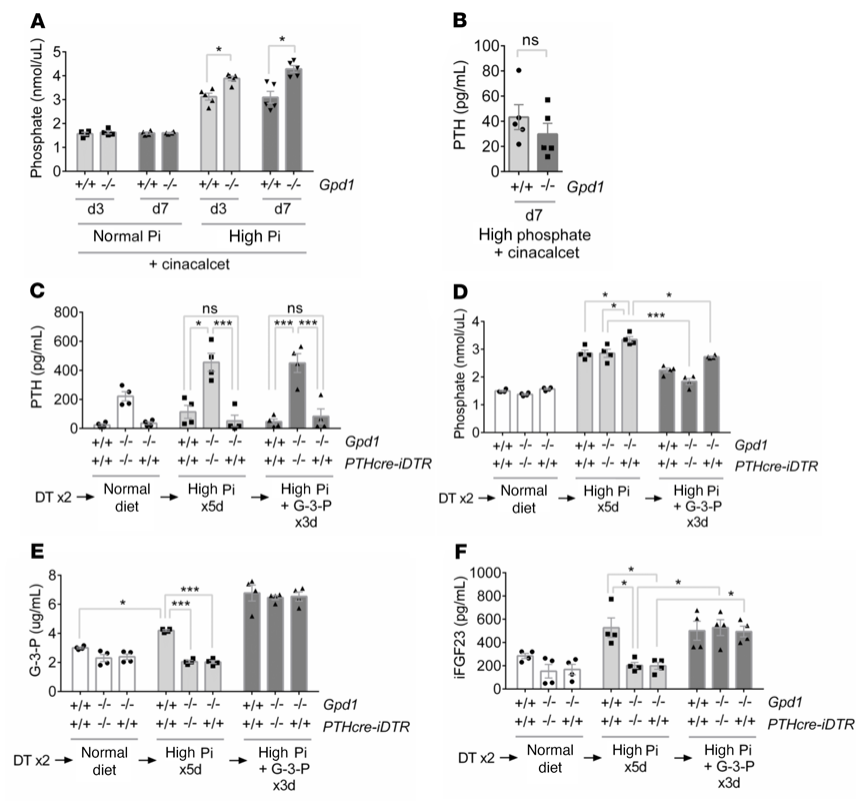
*Gpd1^–/–^* mice with induced hypoparathyroidism develop hyperphosphatemia that is rescued by G-3-P. (**A**) Blood phosphate concentrations in *Gpd1^+/+^* and *Gpd1^–/–^* mice fed a normal (0.6% Pi) or high phosphate (1.2% Pi) diet supplemented with cinacalcet for 3 and 7 days (*n* = 5 per group). (**B**) Blood PTH concentrations in *Gpd1^+/+^* and *Gpd1^–/–^* mice fed a high phosphate diet supplemented with cinacalcet for 7 days (*n* = 5 per group). (**C**–**F**) Blood PTH (**C**), phosphate (**D**), G-3-P (**E**), and intact FGF23 (iFGF23) (**F**) concentrations in DT–treated *Gpd1^+/+^*-PTHcre-iDTR, *Gpd1^–/–^*, and *Gpd1^–/–^*-PTHcre-iDTR mice on a normal diet, after 5 days on a high phosphate diet, and after an additional 3 days on a high phosphate diet plus daily i.p. G-3-P (300 mg/kg) (*n* = 4 per group). Values are mean ± SEM. *P < 0.05, ***P < 0.0001. Unpaired student’s *t* test (**A** and **B**) or ANOVA with Tukey’s multiple comparisons test (**C**–**F**).

**Figure 5:**
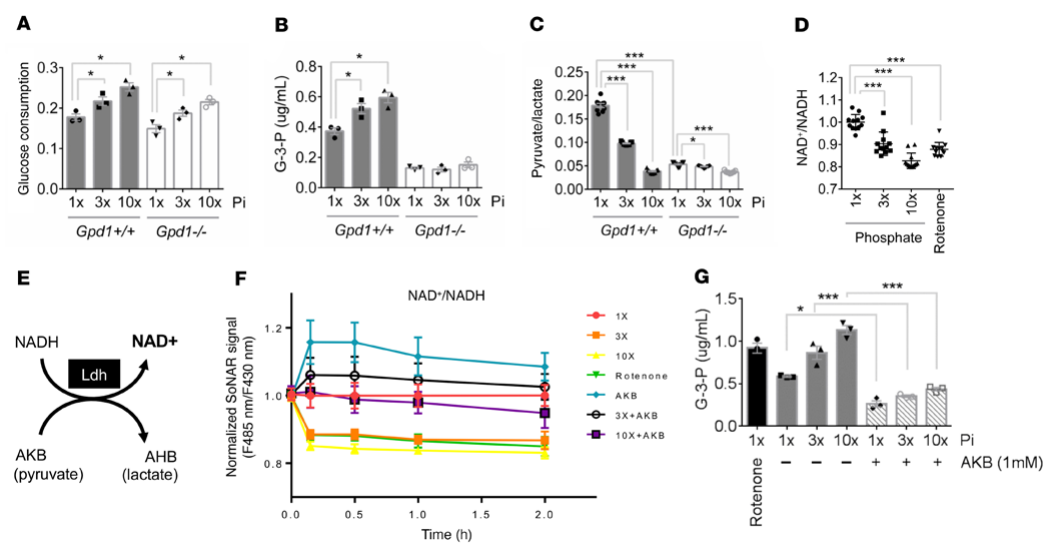
Phosphate-stimulated glycolysis and Gpd1 activity are coupled through cytosolic NAD+ recycling. (**A**–**C**) Media glucose consumption (**A**), media G-3-P concentration (**B**), and media pyruvate/lactate ratio (**C**) from primary proximal tubular cells isolated from *Gpd1^+/+^* and *Gpd1^–/–^* mice treated for 6 hours with increasing concentrations of phosphate (Pi) (*n* = 3 per group, with 3 technical replicates per sample for **C**). (**D**) Cytosolic NAD+/NADH measured in SoNar-expressing OK cells treated with rotenone (0.5 μM) or increasing concentrations of phosphate for 2 hours (*n* = 12 per group). (**E**) Schema for LDH-mediated NAD+ recycling; AKB, α-ketobutyrate; AHB, α-hydroxybutyrate. (**F**) Cytosolic NAD+/NADH measured with SoNar in OK cells treated with rotenone or increasing concentrations of phosphate ± AKB (1 mM) (*n* = 3 per group). (**G**) Media G-3-P concentrations from OK cells treated with rotenone (0.5 μM) or increasing concentrations of phosphate ± AKB (1 mM) for 2 hours (*n* = 3 per group). 1 × Pi = 0.9mM. Values are mean ± SEM. *P < 0.05, ***P < 0.0001. ANOVA with Dunnett’s multiple comparisons test (**A**–**D**) or ANOVA with Tukey’s multiple comparisons test (**G**).

**Figure 6:**
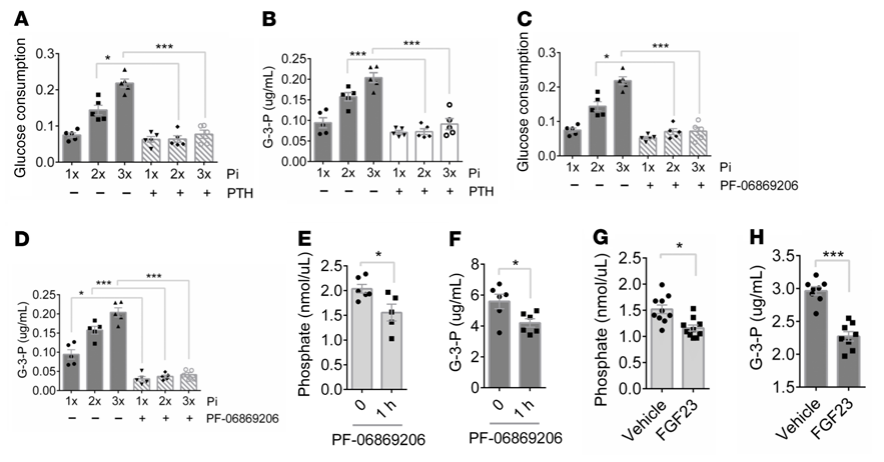
Npt2a inhibition reduces G-3-P production in vitro and in vivo. (**A** and **B**) Media glucose consumption (**A**) and G-3-P concentration (**B**) from primary human proximal tubule cells treated with increasing concentrations of Pi ± PTH (0.1 μM) for 6 hours (*n* = 5 per group). (**C** and **D**) Media glucose consumption (**C**) and G-3-P concentration (**D**) from primary human proximal tubule cells treated with phosphate ± PF-06869206 (10 μM) for 6 hours (*n* = 5 per group). (**E** and **F**) Blood phosphate (**E**) and G-3-P concentrations (**F**) in C57BL/6J mice before and 1 hour after PF-06869206 dosing (300 mg/kg) (*n* = 5–6 per group). (**G** and **H**) Blood phosphate (**G**) and G-3-P concentrations (**H**) in C57BL/6J mice 12 hours after i.p. recombinant human FGF23 (5 μg) or vehicle (*n* = 8 per group). 1 × Pi = 0.9mM. Values are mean ± SEM. *P < 0.05, ***P < 0.0001. ANOVA with Tukey’s multiple comparisons test (**A**–**D**) or unpaired student’s *t* test (**E**–**H**).

**Figure 7:**
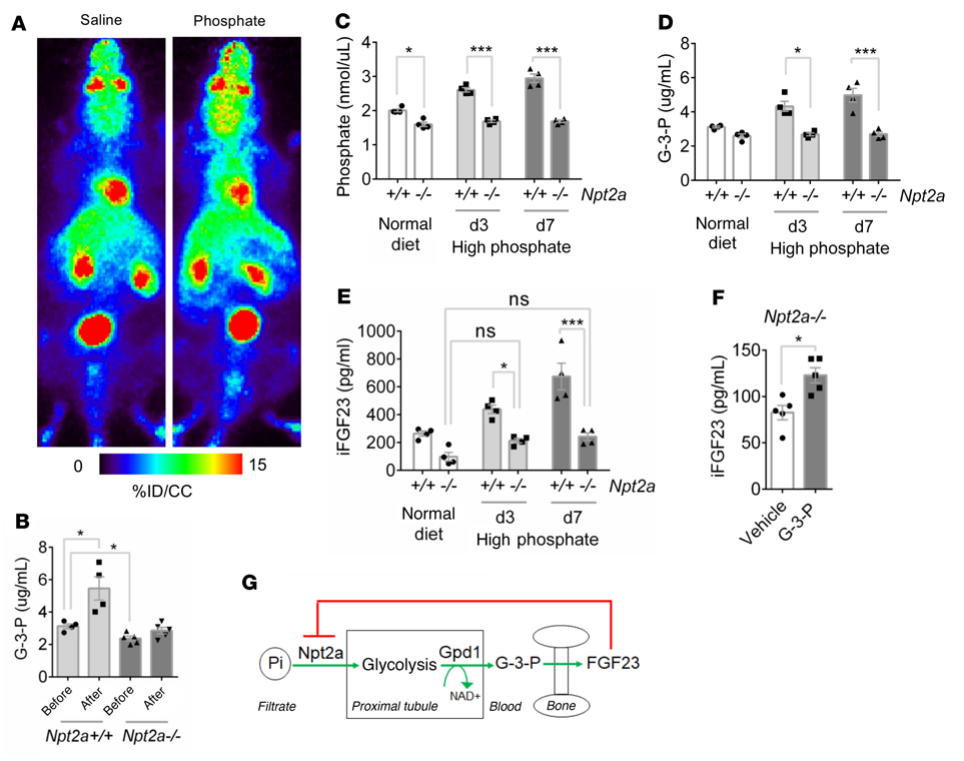
Npt2a is required for kidney glycolytic phosphate sensing. (**A**) Representative whole-animal maximum–intensity projection PET scan images 10 minutes after i.v. ^18^F-FDG and either sodium phosphate or sodium chloride injection of *Npt2a^–/–^* mice. (**B**) Blood G-3-P concentration in *Npt2a^+/+^* and *Npt2a^–/–^* mice before and 10 minutes after i.v. sodium phosphate (*n* = 4–5 per group). (**C**–**E**) Blood phosphate (C), G-3-P (D), and intact FGF23 (iFGF23) (**E**) concentrations in *Npt2a^+/+^* and *Npt2a^–/–^* mice fed a normal diet (0.6% Pi) and after 3 and 7 days on high phosphate diet (1.2% Pi) (*n* = 4 per group). (**F**) Blood iFGF23 concentration in *Npt2a^–/–^* mice 24 hours after i.p. G-3-P (300 mg/kg) or vehicle (*n* = 5 per group). (**G**) Schema showing feedback loop with Npt2a mediated phosphate uptake, proximal tubule glycolysis and G-3-P synthesis, and bone FGF23 production with subsequent downregulation of Npt2a. Values are mean ± SEM. *P < 0.05, ***P < 0.0001. ANOVA with Tukey’s multiple comparisons test (**B**–**E**) or unpaired student’s *t* test (**F**).

## Version 1 02/23/2023

In-Press Preview

## Version 2 04/17/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

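Kidney cortex mRNA of C57BL/6J mice was sequenced after 3 days on a normal Pi (0.6%) or high Pi (1.2%) diet, with 4 mice per diet and 1 library per mouse. Conditions and replicate numbers were taken from the sample labels, and the day from the paper's methods. The authors extracted RNA with an RNeasy kit, sequenced it on the BGI DNBSEQ platform, aligned reads to GRCm38.p6 with HISAT and Bowtie2, and deposited FPKM per gene and per transcript. The paper's text does not name the versions of these tools, the counting step or the gene models. The deposited FPKM are scaled to each library's total and rounded to hundredths. The value of each of 17457 genes equalled the sum of its transcripts within 0.04 FPKM.

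The design written before the data were examined assumed counts and named this FPKM test as the fallback. The files held FPKM and not counts, so the fallback was used and the tests on counts were not run. Depth per library was estimated, not read from the files, at 10400000 to 12900000 fragments. At these depths, estimated fragments per library were 8900 for Gpd1 (counting error 1.1%), 720 for Gpd2 (3.7%), 840 for Slc38a3 (3.5%), 590 for Nqo1 (4.1%) and 11000 for Gstm1 (0.95%). For Pklr and Gk no estimate was made, because transcripts of known length held 53.3% and 39.7% of their values.

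FPKM were transformed as log2(FPKM + 1), and genes with at least 0.5 FPKM in at least 4 mice were tested (12383 genes) with limma-trend from limma 3.58.1 in R 4.3.3, high Pi minus normal Pi, with Benjamini-Hochberg adjustment and a threshold of 0.05. Exact permutation tests used all 70 assignments of the 8 mice. The test was tested on simulated data in 10 runs with 50 changed genes per fold size, where 3% of its calls were false. Deviations from the diet means were shuffled within each gene separately, which removes shifts of a whole library and correlation between genes. The real libraries hold such a shift in high Pi replicate 1, so the share of false calls may differ there. In the gene tables 23 symbols that had been turned into dates were restored from their gene IDs, and 17346 gene IDs matched the GRCm38.p6 reference annotation.

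Gene lists were fixed before the data were examined: 39 lists of metabolic pathways, transport, hormone and stress responses and markers of kidney and other cell types. Of these, 38 had a measured gene and 37 had at least a pair of them and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry beside it. The genes named in the text are the 10 largest increases and 10 largest decreases among genes past the threshold with a mean of at least 1 FPKM and no overlap between diets, leaving out predicted gene models, the genes the paper names that bear on kidney expression, and up to 4 changed members of each list or its member with the smallest p. Genes named outside this rule were chosen after their values were seen.

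The alternatives were quantile normalization, a pseudocount of 0.1, no filter on low values, the replicate number as a block and leaving out each mouse in turn. Median-of-ratios scaling, library weights and removal of the trend on transcript length were added after seeing the data. No library was left out of the main results. The results of some genes are not reported here. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for depth estimates and plots.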

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

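The tests of marker lists, of quantile normalization for Slc38a3, of the length trend as the whole cause, and of the summed glutathione S-transferases, the positions over single lists and the distance from the normal Pi mice in high Pi replicate 1 were chosen after the results were seen. Outside glycolysis, gluconeogenesis, fatty acid oxidation and G-3-P metabolism, 37 genes changed on the high Pi diet. Among them was Slc38a3, for which, as Snat3, the paper lists PCR primers in its assessment of acid-base status. Over all 35 splits of the 8 mice into groups of 4, 1 split, the real one, called as many genes, and the highest of the others called 31. That share is under 0.05 but is the smallest that 35 splits allow. It ranks the real split first, with a short lead, and does not exclude chance. The split that called 31 exchanges normal Pi replicate 1 and high Pi replicate 1. For gene lists past camera the real split gave 14 and the highest other 13, with 1 of 35 splits as large.

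High Pi replicate 1 stood apart from the other 3 high Pi mice, and leaving it out moved the count of changed genes from 37 to 421. Scaling as the cause is argued against by a distance that stayed at 0.284 after median-of-ratios scaling (at most 0.208 in the other libraries), and transcript length as the whole cause is argued against by a distance of 0.261 after its trend was removed (at most 0.184 in the others). Length explains part at most: its squared Spearman rho with the deviation across genes was 0.21, and genes are not independent replicates, so its share cannot be told apart from a real difference. Other libraries also held a length trend, with a rho of -0.53 in high Pi replicate 3 and 0.31 in normal Pi replicate 2. That of high Pi replicate 1 was 0.45. A mouse on the normal Pi diet under a high Pi label may account for the position of this library at 0.0857 between the normal Pi mean (0) and the high Pi mean (1) over 421 genes, where normal Pi mice lay at -0.0153 to 0.303 and the other high Pi mice at 0.724 to 0.987, each over the 146 to 453 genes called without it. Its summed glutathione S-transferase FPKM of 2987.3 lay with the other high Pi mice (2767.3 to 2901.4, normal Pi mice 1639.9 to 1952.1), and the median position of this library was above 0.5 in 5 of 16 gene lists with at least a pair of genes called without it (highest 1.5). But the family was singled out after all values were seen. Normal Pi replicate 1 was above 0.5 in 3 of 14 lists placed the same way (highest 0.93), the other normal Pi mice in 0. Those 3 were the citric acid cycle, cholesterol synthesis and S3 lists, so a normal Pi mouse can lie near the high Pi mice in single lists. In the NRF2 and pentose phosphate lists, high Pi replicate 1 lay at 1.3 in each. The normal Pi mice placed there lay at most at 0.35 and 0.13. In the S1 and S2 list, high Pi replicate 1 lay at -0.45. The lists go both ways, and the label stays open. A weaker response to the diet also stays open and untested, though this library was apart from both diets, at 0.299 from the other high Pi mice and 0.25 from the normal Pi mice (0.138 to 0.191 for each of them from the others, 0.192 to 0.25 for the other high Pi mice). Acy3, an aminoacylase chosen after its values were seen, had 3139 FPKM, against 5218 to 5390 on the normal Pi diet and 7212 to 7885 in the other high Pi mice.

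Slc38a3 was higher on the high Pi diet, with a log2 fold change of 1.27, or 1.54 without high Pi replicate 1. Markers of the S3 segment of the proximal tubule had a median log2 fold change of 0.094 (SD 0.51, 10 genes), or 0.35 (SD 0.41) without high Pi replicate 1. Both lay below Slc38a3 by more than the SD, which argues against a larger share of S3 cells as the whole source of its rise. A part played by S3 cells stays open, since their list passed camera upward (adjusted p = 0.0271, or adjusted p = 0.659 with an estimated correlation). Quantile normalization left the fold change at 1.27, which argues against scaling as its source, although the adjusted p rose to 0.0696 (range over the alternatives 0.000131 to 0.171). The diet remains a possible explanation as a hypothesis, found and tested on the same data.

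Genes of the NRF2 response were higher on the high Pi diet: of 13 measured, 4 rose by limma-trend (Gstm1, Nqo1, Gsta2 and G6pdx), and 9 passed when adjusted over the list alone. Camera gave an adjusted p of 1.5e-12, or adjusted p = 0.217 with an estimated correlation, and fry gave adjusted p = 0.0167. Reads that only move between glutathione S-transferase paralogs, with no net rise, are argued against by the summed FPKM of 14 such genes. A rise of 1 copy whose reads spread to others would also raise the sum, so it cannot tell which copies rose. The sum was 1821 ± 131 (SD, n = 4) on the normal Pi diet and 2868 ± 96.9 (SD, n = 4) on the high Pi diet. The log2 ratio was 0.655 (exact two-sided permutation test, p = 0.0286, the smallest possible). The sum includes Gstm1, Gstp1 and Gsta2, already called from these data with no overlap, so this p adds no separate support for a rise. A larger share of S3 cells and more immune cells stay open: over all 13 genes the median was 0.30 (0.27 without high Pi replicate 1), within the markers' SD of the S3 median of 0.094 (0.35 without it) and of the immune median of 0.30 (SD 0.20, 12 genes, 0.25 without it). By these medians, an effect of the diet on the list as a whole cannot be told apart from such a shift in cells. Gstm1 (0.94) and Nqo1 (0.88), the largest changes among the called genes, lay above both marker medians by more than the markers' SD. The largest change of a single S3 marker was 1.32, in Cyp4a14, but it rested on high Pi replicate 1 and was 0.44 without that mouse. Cyp7b1, another S3 marker, had 72.25 to 92.62 FPKM in the other 3 high Pi mice. On the normal Pi diet it had 16.54 to 62.77 FPKM. Single S3 markers thus also changed, and Gstm1 and Nqo1 do not settle it.

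Among the 61 genes chosen by the naming rule, 10 of 122 groups of 4 mice had 1 mouse far from the others, 5 of them high Pi replicate 1, where chance gives about 5% of groups. On the high Pi diet, replicate 1 was apart with 46.19 FPKM of Slc34a3, 134 FPKM of Slc25a10, 55.59 FPKM of Ccnd1, 22.74 FPKM of Slc5a1 and 30.97 FPKM of Slc4a1. Replicate 3 was apart with 212.8 FPKM of Mt2, and replicate 2 with 5.35 FPKM of Avpr2. On the normal Pi diet, replicate 3 was apart with 17.07 FPKM of G6pdx and 11.11 FPKM of Cdkn1c, and replicate 1 with 4.68 FPKM of Thrsp. Among 34 other genes named in the text, chosen after their values were seen, several for their change without high Pi replicate 1, 10 of 68 groups had 1 mouse apart, 8 of them this mouse, so that their number is no measure of chance. It had 3139 FPKM of Acy3, 29.31 FPKM of Akr1b3, 309.8 FPKM of Alpl, 79.9 FPKM of Atp6v1b1, 135.8 FPKM of Cyp4a14, 14.21 FPKM of Fbp2, 97.22 FPKM of Pgd and 183.4 FPKM of Slc7a7, and normal Pi replicate 2 was apart with 263.4 FPKM of Car4 and 20.79 FPKM of Decr2.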

How the results depend on the processing

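Median-of-ratios scaling, library weights and removal of the length trend were chosen after seeing the data. The count of 37 changed genes was 26 under quantile normalization, 38 with a pseudocount of 0.1, 27 with median-of-ratios scaling and 48 with the length trend removed, but 8 with no filter on low values (8 of the 37, with 17009 genes tested) and 466 with library weights (all 37 among them). Leaving out each mouse gave 4 to 421 genes: 11, 7, 4 and 8 without normal Pi replicates 1, 2, 3 and 4, and 421, 15, 19 and 7 without high Pi replicates 1, 2, 3 and 4. The replicate block gave 11 genes, 9 of them among the 37. The deviations of mice with the same number correlated at -0.21, -0.011, 0.061 and -0.12, so the numbers do not pair the mice, and 1 of 8 libraries, normal Pi replicate 3, did best with its own number. Gene counts of 0 for glycolysis and gluconeogenesis and for fatty acid oxidation were also 0 under quantile normalization, a pseudocount of 0.1, no filter, the block, median-of-ratios scaling and removal of the length trend. They were 2 and 11 with library weights, and 0 to 2 and 0 to 8 over the fits that left out a mouse, where only leaving out high Pi replicate 1 gave a count above 0. The log2 fold changes of Pklr (0.23 to 0.35), Gpd1 (0.06 to 0.15) and Gpd2 (0.05 to 0.21) kept sign and side of the threshold under all alternatives. That of Gk, -0.02, ranged from -0.079 to 0.054 over the fits that left out a mouse and turned to 0.13 with library weights and 0.0016 with the length trend removed, at no point past the threshold, and that of Gapdh turned to -0.081 under quantile normalization. Of 57 other named genes, 23 passed the threshold, and 7 of these passed it under quantile normalization, a pseudocount of 0.1 and no filter alike. Gstm1, Slc5a10, Gstp1 and Nat8f3 passed in all 8 fits that left out a mouse. The 14 lists past camera became 0 with an estimated correlation, 3 with fry, 14 with the replicate block and 10 to 18 when a mouse was left out. The 3 with fry were the NRF2 response, pentose phosphate and polyol, and skeletal muscle, the last with 2 measured genes. For detected genes, 17009 became 14222 above 0 in every library and 14206 at a mean of at least 0.1 FPKM. A single transcript could not pass the exact permutation tests, where without overlap it reaches an adjusted p of 0.286, so their count of 0 with and without median-of-ratios scaling says nothing about stability. The causes of the changes between settings were not tested. The planned tests on counts (DESeq2 and other count scalings, and counts summed over transcripts) were not run, because the files held FPKM. Depth limits low genes: the counting error is an estimate and rests on 21 to 28 genes per library.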

Differences from the paper's values

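For Pklr the adjusted p from limma-trend was 0.213, and the paper's Q value, from DESeq2, is 0.045. The log2 fold changes were 0.30 here and 0.34 in the paper, within the replicate SD of 0.12. Of the alternatives set before the data were examined, none came within 1.5 times the paper's Q value: quantile normalization gave 0.133, a pseudocount of 0.1 gave 0.213, no filter 0.305, the replicate block 0.276, and leaving out each mouse 0.105 to 0.421. Library weights, chosen after the values were seen, came nearest with an adjusted p of 0.051, which is not past the threshold, and under them 2 other genes of glycolysis and gluconeogenesis passed.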

Other observations

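Of 22 measured genes of ammoniagenesis and acid-base handling, 1 rose on the high Pi diet by limma-trend, the glutamine transporter Slc38a3, and adjusted over the list alone 3 were higher (Slc38a3, Pck1 and Glud1) and 3 lower (Car4, Car14 and Slc26a4), with camera adjusted p = 0.341. Without high Pi replicate 1, 4 were higher and 10 lower. Among the lower were Slc7a7 (log2 fold change -0.50) and Car14 (-0.46), both chosen after their values were seen. The paper reports that dietary Pi loading brought no significant acid load and no rise in kidney ammoniagenesis. Its methods name blood pH, urine electrolytes and PCR of Pck1 and Snat3 (Slc38a3) for this. The values here are of mRNA only, and neither acid load nor ammoniagenesis was measured with them. Of 25 genes of phosphate, vitamin D and FGF23 handling, 0 passed limma-trend, 5 had an unadjusted p under 0.05, and 1 was lower when adjusted over the list alone (camera adjusted p = 0.151). That gene is Slc34a1, which encodes Npt2a, with 3909 ± 268 FPKM (SD, n = 4) on the normal Pi diet and 2958 ± 170 (SD, n = 4) on the high Pi diet, lower in 4 of 4 mice (log2 fold change -0.40, limma-trend adjusted p = 0.102). Its log2 fold change shrank to -0.11 under quantile normalization (unadjusted p = 0.167, adjusted p = 0.641, the highest of its alternatives), and it passed without high Pi replicate 1 (adjusted p = 0.0156) and, chosen after seeing the data, with library weights (adjusted p = 0.00585, the lowest) and with the length trend removed (adjusted p = 0.0451). Slc34a3, which encodes Npt2c, had a log2 fold change of -0.21 and Slc20a1, which encodes Pit-1, had 0.22. Without high Pi replicate 1, Slc34a1 (-0.43), Slc34a3 (-0.36), Kl (-0.50), Alpl and Galnt3 were lower and Cyp24a1 (1.29) was higher by limma-trend, the last 4 chosen after their values were seen. Of 13 markers of the S1 and S2 segments of the proximal tubule, 0 passed limma-trend, 4 had an unadjusted p under 0.05 and 3 were lower when adjusted over the list alone (Slc5a2, Slc34a1 and Slc5a12). The list passed camera downward (adjusted p = 4.5e-05, or adjusted p = 0.619 with an estimated correlation), and 8 members were lower without high Pi replicate 1.

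Of 25 genes of the MAPK and immediate early response, 1 rose by limma-trend, the ETS factor Etv4 (0.532 ± 0.136 to 1.41 ± 0.0866 FPKM, SD, n = 4, a log2 fold change of 0.66, or 1.28 with a pseudocount of 0.1, past the threshold in 4 of 8 fits that left out a mouse), and 3 were higher adjusted over the list alone (camera adjusted p = 0.00363, or adjusted p = 0.523 with an estimated correlation). Pvalb, the calcium-binding parvalbumin, rose (log2 fold change 0.49, past the threshold in 2 of 8 fits that left out a mouse), as 1 of 9 markers of the distal convoluted and connecting tubule (camera adjusted p = 0.542) and 1 of 2 measured markers of skeletal muscle (camera adjusted p = 0.00323, or adjusted p = 0.265 with an estimated correlation). In the other lists 0 genes passed limma-trend. Those past camera at a preset correlation, all upward, were tubule injury (17 genes, 3 higher adjusted over the list alone, adjusted p = 5.5e-05, or adjusted p = 0.570 with an estimated correlation), fibrosis and extracellular matrix (14 genes, 1 higher and 1 lower, adjusted p = 7.7e-04, or adjusted p = 0.659), interferon response (16 genes, 0, adjusted p = 0.00323, or adjusted p = 0.659), endothelium (9 genes, 0, adjusted p = 0.00808, or adjusted p = 0.659), immune cells (12 genes, 5 higher and 1 lower, adjusted p = 4.2e-05, or adjusted p = 0.523) and the S3 segment (10 genes, 2 higher, adjusted p = 0.0271, or adjusted p = 0.659). Those that did not pass were organic anion and sugar phosphate transporters (25 genes, 3 lower adjusted over the list alone, adjusted p = 0.512), heat shock and ER stress (20 genes, 0, adjusted p = 0.154), cell cycle (17 genes, 0, adjusted p = 0.618), calcium transport (12 genes, 0, adjusted p = 0.227), aldosterone, glucocorticoid and renin (22 genes, 0, adjusted p = 0.394), circadian clock (19 genes, 0, adjusted p = 0.856), loop of Henle (9 genes, 0, adjusted p = 0.154), principal cells (9 genes, 0, adjusted p = 0.970), intercalated cells (9 genes, 2 lower, adjusted p = 0.227), podocytes (8 genes, 0, adjusted p = 0.600), mesenchyme and mural cells (9 genes, 1 higher and 1 lower, adjusted p = 0.394), medulla and urothelium (5 genes, 0, adjusted p = 0.941), adipocytes (3 genes, 0, adjusted p = 0.394) and erythroid cells (7 genes, 0, adjusted p = 0.423). Of the adrenal cortex list 1 gene was measured, and of mitochondrially encoded transcripts 0. Without high Pi replicate 1, the genes of these lists that passed limma-trend included, chosen after their values were seen, Dusp6, Cp, Gdf15, Slc5a1, Cyp7b1, Slco1a1, Ebp and Akr1b3, which were higher, and Slc22a29, Slco1a6, Calb1, Scnn1a, Hspa8, Ccnd1, Slc26a4 and Atp6v1b1, which were lower.

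The test in this paragraph was chosen after the values were seen. In high Pi replicate 1, Cyp4a14, a fatty acid omega-hydroxylase, had 135.8 FPKM, against 3.19 to 23.1 in the other 7 mice, chosen after its values were seen. A hypothesis is that this mouse ate less, since the paper states that fasting raises gluconeogenesis in the proximal tubule. Pck1 in this mouse was 425.5 FPKM, not above the 426.7 to 537.8 FPKM of the normal Pi mice, which argues against lower food intake as the cause.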
